# Functional characterisation of *cis*-regulatory elements governing dynamic *Eomes* expression in the early mouse embryo

**DOI:** 10.1242/dev.147322

**Published:** 2017-04-01

**Authors:** Claire S. Simon, Damien J. Downes, Matthew E. Gosden, Jelena Telenius, Douglas R. Higgs, Jim R. Hughes, Ita Costello, Elizabeth K. Bikoff, Elizabeth J. Robertson

**Keywords:** Eomesodermin, Enhancer, Capture-C, Nodal signalling, Definitive endoderm

## Abstract

The T-box transcription factor (TF) Eomes is a key regulator of cell fate decisions during early mouse development. The *cis*-acting regulatory elements that direct expression in the anterior visceral endoderm (AVE), primitive streak (PS) and definitive endoderm (DE) have yet to be defined. Here, we identified three gene-proximal enhancer-like sequences (PSE_a, PSE_b and VPE) that faithfully activate tissue-specific expression in transgenic embryos. However, targeted deletion experiments demonstrate that PSE_a and PSE_b are dispensable, and only VPE is required for optimal *Eomes* expression *in vivo*. Embryos lacking this enhancer display variably penetrant defects in anterior-posterior axis orientation and DE formation. Chromosome conformation capture experiments reveal VPE-promoter interactions in embryonic stem cells (ESCs), prior to gene activation. The locus resides in a large (500 kb) pre-formed compartment in ESCs and activation during DE differentiation occurs in the absence of 3D structural changes. ATAC-seq analysis reveals that VPE, PSE_a and four additional putative enhancers display increased chromatin accessibility in DE that is associated with Smad2/3 binding coincident with transcriptional activation. By contrast, activation of the *Eomes* target genes *Foxa2* and *Lhx1* is associated with higher order chromatin reorganisation. Thus, diverse regulatory mechanisms govern activation of lineage specifying TFs during early development.

## Abstract (precis)

**Summary:** Expression of the mouse T-box factor Eomes is controlled by a key gene-proximal enhancer-like element, with changes in chromatin accessibility influencing its activity in definitive endoderm.

## INTRODUCTION

Reciprocal signalling cues between the pluripotent epiblast and adjacent tissues, namely the extra-embryonic ectoderm (ExE) and visceral endoderm (VE), precisely coordinate cell fate decisions during gastrulation. Nodal/Smad signals from the epiblast are required for specification of the AVE, a discrete signalling centre that establishes anterior-posterior (A-P) polarity (Brennan et al., 2001; Robertson, 2014; Stower and Srinivas, 2014). The A-P axis initially becomes visible at gastrulation, when proximal posterior cells undergo an epithelial-to-mesenchymal transition (EMT) at the PS to form nascent mesoderm. Slightly later, following distal extension of the streak, endoderm progenitors delaminate and emerge onto the surface of the embryo (Kwon et al., 2008).

The T-box transcription factor (TF) eomesodermin (Eomes), acting downstream of Nodal/Smad signals, is required to promote AVE formation and orientation of the A-P axis (Arnold et al., 2008a; Ciruna and Rossant, 1999; Nowotschin et al., 2013), as well as EMT of nascent mesoderm cells (Arnold et al., 2008a; Costello et al., 2011; Russ et al., 2000; van den Ameele et al., 2012). At post-implantation stages, *Eomes* is expressed in the ExE and embryonic-VE, robustly induced at the onset of gastrulation in the PS and maintained in the anterior PS as it extends, before being abruptly lost (coincident with node formation) (Kwon and Hadjantonakis, 2007). Fate-mapping experiments demonstrate that transient *Eomes* expression marks progenitors of the cardiovascular lineage, definitive endoderm (DE), node and midline (Costello et al., 2011).

Transgenic and targeted deletion approaches have provided insight into cell type-specific developmental enhancers that govern expression of key genes responsible for partitioning the pluripotent epiblast into discrete cell lineages. Proximal *cis*-regulatory regions within 20 kb of the transcriptional start sites (TSS) directing spatiotemporally restricted expression of *Nodal*, *Mesp1/2* and *Lhx1* have been identified. Both the ASE, an intronic autoregulatory enhancer (Adachi et al., 1999; Norris and Robertson, 1999), and the Wnt signalling responsive 5′ PEE (Ben-Haim et al., 2006) cooperatively regulate *Nodal* expression. Mutant embryos lacking these genomic sequences display dose-dependent defects in specification of mesoderm and DE/midline progenitors (Norris et al., 2002; Vincent et al., 2003). Similarly, the *Mesp1/2* genes, which are essential for formation of nascent mesoderm, are jointly regulated by the EME, an Eomes-dependent enhancer (Costello et al., 2011; Haraguchi et al., 2001). Our recent work demonstrates that *Lhx1*, which is required for AVE and anterior mesendoderm specification (Barnes et al., 1994; Shawlot and Behringer, 1995), is directly controlled by Eomes binding to a proximal promoter element (Nowotschin et al., 2013).

*Eomes*, which is rapidly induced in the proximal-posterior epiblast coincident with the acquisition of A-P polarity (Ciruna and Rossant, 1999), is widely viewed as a master regulator of mesendodermal lineages (Costello et al., 2011; Izumi et al., 2007; Teo et al., 2011; van den Ameele et al., 2012). Thus, *Eomes* represents the earliest lineage-specifying gene in the embryo proper. However, relatively little is known about the *cis*-acting regulatory elements controlling its dynamic pattern of expression. Recent studies of mouse and human ESCs have identified a conserved switch enhancer −7 kb upstream of the TSS (Beyer et al., 2013; Kartikasari et al., 2013; Rada-Iglesias et al., 2011) that is repressed under self-renewing conditions (Teo et al., 2011), and becomes activated during mesoderm and endoderm differentiation. However, possible functional contributions made by this genomic region have yet to be assessed *in vivo*.

Here, we investigate the structural features of the locus that govern *Eomes* expression during early mouse development. Gain-of-function transgenic reporter assays identified three gene-proximal *Eomes* enhancer-like sequences (PSE_a, PSE_b and VPE). However, when we engineered germline deletions to evaluate their functional contributions *in vivo*, surprisingly, only the VPE was found to influence expression in the early embryo. We also exploited Next Generation (NG) Capture-C technology (Davies et al., 2016) to describe the 3D structural features of the locus. The *Eomes* promoter occupies a discrete 500 kb regulatory compartment in ESCs, and this chromatin conformation is not appreciably altered during DE differentiation. However, our ATAC-seq analysis revealed that the VPE, PSE_a and four additional distal regulatory elements located within this pre-formed compartment display increased chromatin accessibility and acquire Smad2/3 occupancy during DE differentiation. This mode of 3D genome organisation probably serves to facilitate rapid Nodal/Smad-dependent activation of the locus. By contrast, developmentally regulated *Foxa2* and *Lhx1* promoter-promoter and promoter-enhancer interactions seem to require substantial structural changes during the shift from a transcriptionally inactive to active conformation.

## RESULTS

### Identification of proximal *Eomes* enhancers that are active during gastrulation

Putative enhancer elements containing DNase I hypersensitive sites and marked by H3K4me1 are considered to be active if also enriched for H3K27ac or, alternatively, viewed as poised if enriched for H3K27me3 (Rada-Iglesias et al., 2011; Zentner et al., 2011). To identify candidate enhancers at the *Eomes* locus, we examined ChIP-seq datasets from undifferentiated ESC, epiblast-like cells (EpiLC) and mesodermal precursors (MES) (Alexander et al., 2015; Buecker et al., 2014; ENCODE Project Consortium, 2012) corresponding to the E4.5 epiblast (ESC), the E5.5 epiblast (EpiLC) or E6.5 primitive streak (MES) cell populations.

We identified three DNase I hypersensitive sites close to the *Eomes* promoter marked by H3K4me1 that show increased H3K27ac upon differentiation, including two sites (PSE_a and PSE_b) located close together, spanning a 5 kb region between −11 kb to −6 kb upstream of the transcriptional start site (TSS), and a third candidate region (VPE) lying +8 kb downstream of the TSS (Fig. 1A, Fig. S1A). Notably, the upstream cluster contains the previously described switch enhancer (PSE_b) activated during ESC differentiation to DE and mesendoderm (Beyer et al., 2013; Kartikasari et al., 2013). Additionally, two downstream DNaseI hypersensitive sites bound by CCCTC-binding factor (CTCF) were identified in ESCs (Fig. S1A). The three proximal regions are highly conserved among mammals (Fig. S1A), associated with H3K4me1/H3K27me3 in ESCs and, thus, probably represent poised enhancers that are primed for activation. Consistent with a shift to the active state during the transition from pluripotency to lineage commitment, these regions contain increased H3K27ac and decreased H3K27me3 in EpiLC and MES. The homologous regions are also associated with active enhancer marks in human DE cultures (Fig. S1B).

**Fig. 1.**
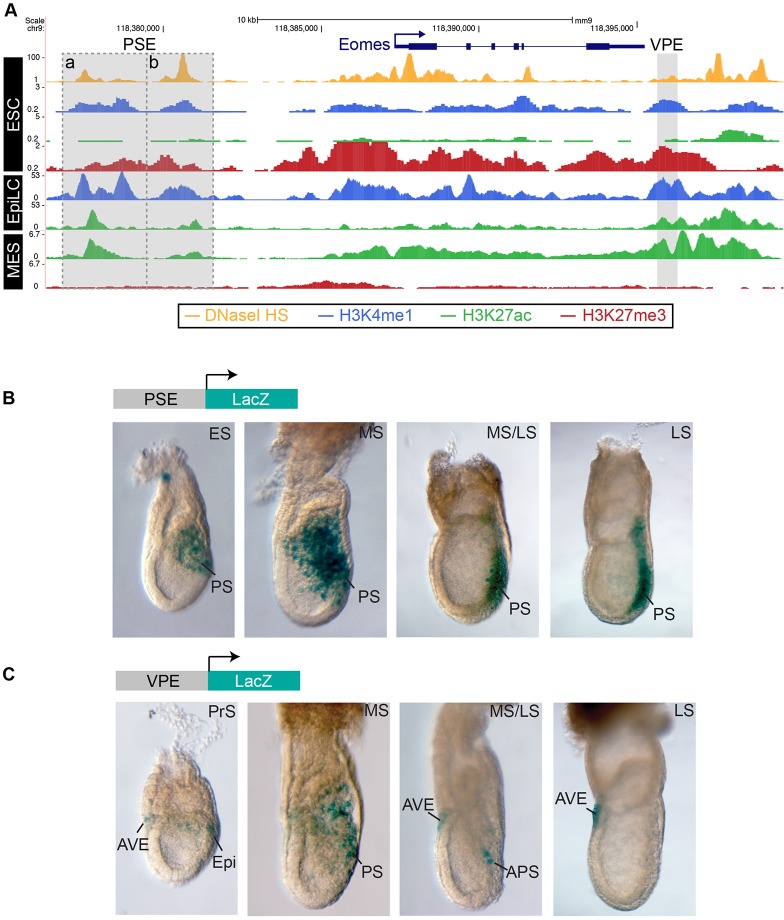
**Mapping proximal *Eomes* enhancers active at gastrulation.** (A) ChIP-seq of H3K4me1, H3K27me3 and H3K27ac, and DNaseI hypersensitivity (HS) in ESCs, epiblast-like cells (EpiLC) and mesoderm (MES) (Alexander et al., 2015; Buecker et al., 2014; ENCODE Project Consortium, 2012) identify potential proximal *Eomes* enhancers that are activated during differentiation. The PSE cluster and VPE regions are highlighted in grey. (B,C) X-gal-stained transgenic embryos expressing enhancer-driven *LacZ* reporters. (B) PSE reporter activity is confined to the primitive streak (PS) at early- (ES), mid- (MS) and late-streak (LS) stages of gastrulation (2/4 transgenic mouse lines). (C) VPE reporter activity detectable in the proximal posterior epiblast (Epi) at the pre-streak (PrS) stage and in the PS at the MS stage, becomes restricted to the anterior PS (APS) and is lost at LS stage. Between the PrS stage and the LS stage, VPE activity is also detectable in the anterior visceral endoderm (AVE) (2/6 transgenic mouse lines).

To test the activities of these candidate enhancers, we generated transgenic strains carrying *LacZ* reporter constructs and subsequently examined embryonic expression at early post-implantation stages (Kothary et al., 1989). The 5 kb upstream region was designated the PSE (primitive streak enhancer) because PSE-*LacZ* activity is restricted to the PS at early (ES), mid- (MS) and late-streak (LS) stages (Fig. 1B). There was no detectable *LacZ* expression in the ExE or VE. However, the 0.7 kb downstream enhancer, designated the VPE (visceral endoderm and primitive streak enhancer), showed activity in the proximal-posterior epiblast, and also in the AVE at pre-streak (PrS) stages (Fig. 1C). Slightly later, *LacZ* expression was detectable in the PS, nascent mesendoderm and the AVE, subsequently became restricted to the anterior PS, and was lost by LS stages. Collectively, these three enhancers faithfully recapitulate the endogenous *Eomes* expression patterns within both the VE and embryo proper.

### The PSE is dispensable for normal embryonic development

The 5 kb PSE contains both an upstream element, PSE_a, as well as the previously described PSE_b switch enhancer reported to interact with the *Eomes* promoter during DE differentiation (Fig. S1A) (Beyer et al., 2013; Kartikasari et al., 2013). To investigate their functional activities in the context of the developing embryo, we generated discrete germline targeted deletions (Fig. 2A, Fig. S2). Surprisingly, homozygous mice lacking the 2 kb PSE_b genomic fragment ∼8 kb to ∼6 kb upstream of the TSS (ΔPSE_b) were recovered at Mendelian ratios and are indistinguishable from wild-type littermates (Table 1A). These results demonstrate that the PSE_b is dispensable *in vivo*. It is well known that heterozygous mice carrying null alleles (*Eomes*^GFP/+^, *Eomes*^LacZ/+^ or *Eomes*^Δexon2-5/+^) are fully viable (Arnold et al., 2008a, 2009; Russ et al., 2000). To investigate whether the PSE_b deletion may compromise transcriptional output, we crossed *Eomes*^ΔPSE_b/ΔPSE_b^ mice to those carrying the *Eomes*^GFP/+^ allele (hereafter referred to as *Eomes* null; *Eomes*^+/−^). The resulting *Eomes*^ΔPSE_b/−^ compound mutants develop normally (Table 1B).

**Fig. 2.**
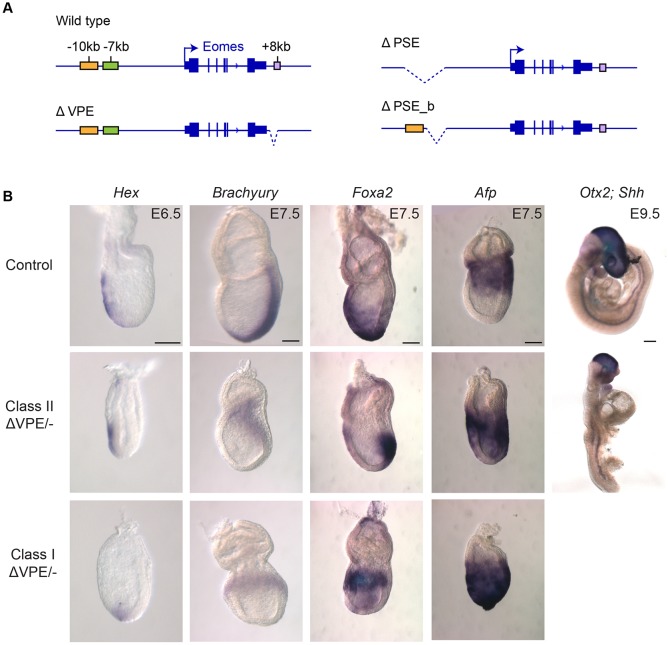
**Targeted deletions of proximal enhancers show that only the VPE is required for proper gastrulation.** (A) Targeted deletions of the 5 kb ΔPSE, 2 kb ΔPSE_b and 0.7 kb ΔVPE generated by homologous recombination (Figs S2-S4). (B) Whole-mount *in situ* hybridisation of *Eomes^ΔVPE/−^* embryos. Class I mutants exhibit failure in A-P axis specification; class II display APS defects. At E6.5 in class I mutants, expression of the AVE marker *Hex* is confined to the distal VE (*n*=4/10 *Eomes^ΔVPE/−^* embryos analysed). At E7.5, the mesoderm marker *Brachyury* (*n*=2/5) and the DE marker *Foxa2* (*n*=3/7) are mislocalised proximally. In class II mutants, *Hex* marks the AVE, *Brachyury* expression fails to extend distally (*n*=3/5), whereas the *Foxa2* domain is confined to the APS and the DE domain is lost (*n*=3/7). Consistent with failure to specify DE in both mutant classes, expression of *Afp*+ VE cells fails to disperse proximally (for class I and class II, *n*=2 and *n*=2 out of 7 *Eomes^ΔVPE/−^* embryos analysed, respectively). At E9.5, class II mutants display venture closure and neural tube defects, fused or malformed somites, loss of *Otx2*+ forebrain tissue and an anterior truncation of the *Shh* midline (*n*=3/3 viable morphologically abnormal *Eomes^ΔVPE/−^* embryos recovered). Scale bars: 100 μm.

**Table 1.**
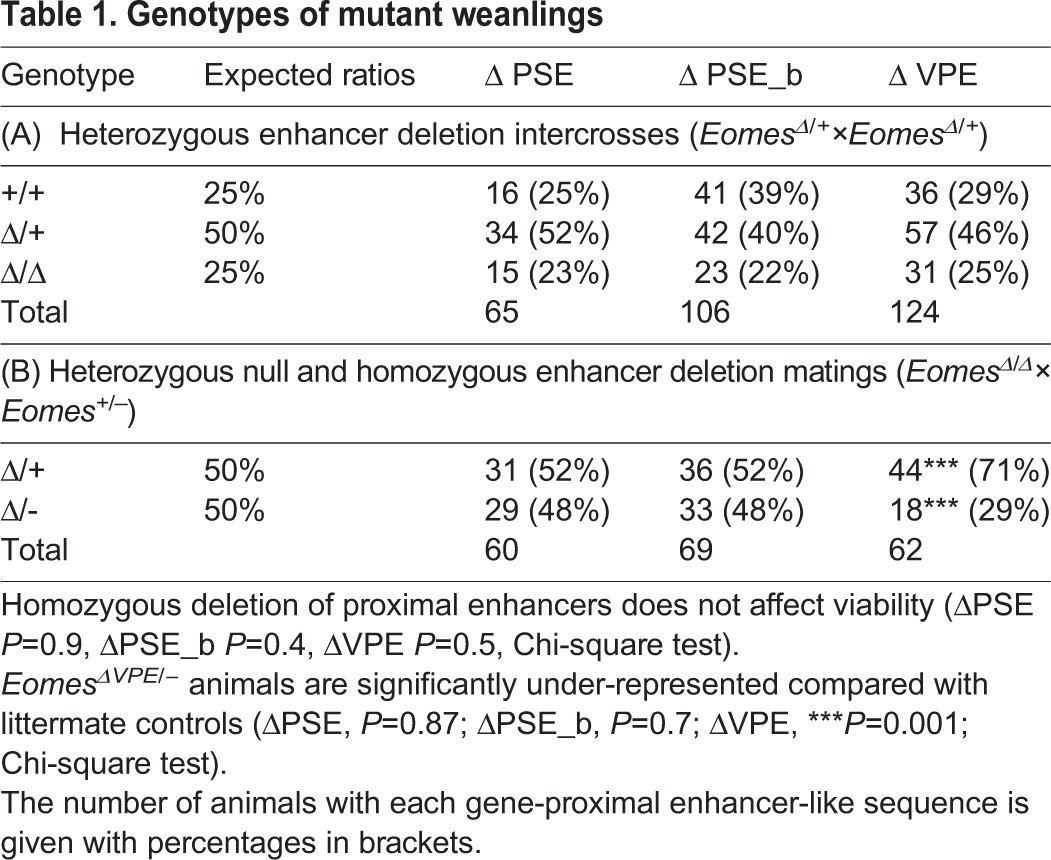
**Genotypes of mutant weanlings**

Next, we engineered a deletion that eliminates the entire 5 kb PSE cluster (referred to as ΔPSE, Fig. S3). However, as for the PSE_b, removal of the entire PSE region in *Eomes*^ΔPSE/ΔPSE^ mice has no noticeable effect on viability (Table 1A). Finally, crossing these deletion mutants with mice carrying the *Eomes* null allele also failed to perturb embryonic development (Table 1B). Thus, it appears that the PSE can activate expression in gain-of-function transgenic embryos. Nonetheless, this genomic region is clearly dispensable for *Eomes* expression *in vivo*.

### Targeted deletion of the VPE leads to defective gastrulation

To investigate functional contributions made by the VPE, we generated a targeted deletion lacking this 0.7 kb region (Fig. S4). Homozygous ΔVPE mutants are viable and fertile (Table 1A). However, when we crossed *Eomes*^ΔVPE/ΔVPE^ mice with *Eomes*^+/−^ heterozygous animals carrying the null allele, we observed a significant under-representation of viable *Eomes*^ΔVPE/−^ compound heterozygotes (Table 1B), with ∼40% (*n*=18) of the expected numbers recovered at weaning (equivalent to *Eomes*^ΔVPE/+^, *n*=44). These results strongly suggest that *Eomes*^ΔVPE^ acts as a hypomorphic allele.

Next, to determine the onset of lethality, we examined embryos from E6.5 onwards. Approximately one-third of *Eomes*^ΔVPE/−^ embryos are morphologically normal. However, two distinct classes of abnormal embryos were recovered at roughly equivalent numbers. The most severely affected (class I) mutants arrest at early gastrulation stages, while a second group (class II) progress to mid-gestation (Fig. 2B).

In class I embryos, the AVE marker *Hex* is induced at E6.5 but remains localised to the distal tip. Thus, the AVE is specified but fails to migrate towards the prospective anterior side of the embryo. These embryos fail to correctly orient the A-P axis and lack a discrete PS. At E7.5, mesoderm (*Brachyury*) and DE (*Foxa2*) markers are restricted proximally. Class I mutant embryos, distinguished by the accumulation of disorganised mesenchymal cells in the epiblast cavity and a constriction at the embryonic and extra-embryonic boundary, phenocopy those selectively lacking *Eomes* activity in the VE (Nowotschin et al., 2013). Taken together with results above that demonstrate VPE-*LacZ* expression in the VE, the simplest explanation is that these abnormalities are caused by loss of *Eomes* function in the VE.

The class II embryos, which represent approximately one-third of the *Eomes*^ΔVPE/−^ embryos, successfully establish normal A-P polarity. However, as gastrulation proceeds they display focal defects in the anterior PS (APS) and its derivatives the DE, midline, node and notochord. Brachyury (*T*) expression in the PS fails to extend to the distal tip of the streak at E7.5. *Foxa2*-positive DE progenitors are specified but fail to migrate anteriorly. As judged by *Afp* expression, the VE is retained over the epiblast and fails to become distally restricted. These tissue disturbances probably reflect the functional loss of *Eomes* within the APS (Arnold et al., 2008a; Teo et al., 2011). APS derivatives are known to provide essential trophic signals required for patterning the anterior neurectoderm (Arkell and Tam, 2012). Consistent with this, at E9.5, class II mutant embryos display ventral closure and neural tube defects, fused or malformed somites, and loss of forebrain tissue.

### The VPE is required for optimal *Eomes* expression levels

To test directly whether targeted loss of the VPE compromises *Eomes* transcriptional output, we eliminated the VPE in the context of our *Eomes*^GFP^ reporter allele containing an EGFP-pA cassette inserted in-frame at the translational start site in exon 1 (Fig. 3A, Fig. S5) (Arnold et al., 2009) and performed flow cytometry analysis to quantify expression levels. The *Eomes*^GFP^ reporter is robustly activated during ESC differentiation to embryoid bodies (EBs) (Costello et al., 2011) (Fig. 3B). As shown in Fig. 3C, GFP expression is dramatically reduced in *Eomes*^GFPΔVPE/+^ EBs when compared with *Eomes*^GFP/+^ EBs. The VPE deletion results in markedly reduced expression to 42% of the control *Eomes*^GFP/+^ EBs (Student's *t*-test *P*=0.05) (Fig. 3D).

**Fig. 3.**
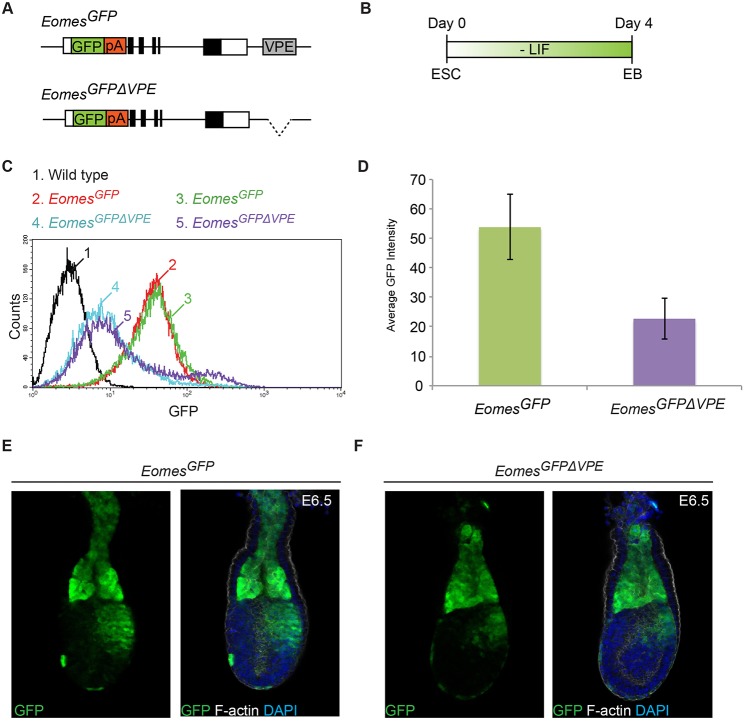
**VPE deletion profoundly reduces the level of *Eomes*^GFP^ reporter expression.** (A) Configuration of the *Eomes^GFP^* and *Eomes^GFPΔVPE^* alleles (Fig. S5). (B) Schematic of the embryoid body (EB) differentiation protocol. (C,D) Flow cytometry analysis of wild-type, *Eomes^GFP/+^* and *Eomes^GFPΔVPE/+^* day 4 EBs. (C) Representative histograms showing wild-type, two independently targeted *Eomes^GFP/+^* and two *Eomes^GFPΔVPE/+^* clones. (D) Average GFP intensity in *Eomes^GFP/+^* (*n*=4) and *Eomes^GFPΔVPE/+^* (*n*=4) cultures. Deletion of the VPE significantly reduces expression to 42% of the intact *Eomes^GFP^* reporter (*P*=0.05, Student's *t*-test). Error bars represent the s.e.m. (E,F) Confocal images of *Eomes^GFP^* and *Eomes^GFPΔVPE^* reporter expression in E6.5 embryos stained with anti-GFP antibody, DAPI (DNA) and phalloidin (F-actin). Domains of reporter expression are not perturbed by VPE deletion.

These heterogenous EB cultures contain mixtures of cardiac mesoderm, DE and VE Eomes^+^ cell populations. To investigate the impact of the VPE deletion *in vivo*, we generated *Eomes*^GFPΔVPE/+^ mice and examined expression during gastrulation. GFP expression in *Eomes*^GFPΔVPE/+^ embryos recapitulates domains of the *Eomes*^GFP/+^ control embryos at E6.5, in the ExE, PS, nascent mesoderm and VE (Fig. 3E,F). The VPE deletion reduced expression levels but tissue-specific expression patterns were unperturbed. Similar conclusions were reached by whole-mount *in situ* hybridisation experiments examining *Eomes* mRNA expression in *Eomes*^ΔVPE/ΔVPE^ embryos (Fig. S4E). Thus, reduced *Eomes* transcription (∼50%) as in *Eomes*^+/−^ or *Eomes*^ΔVPE/ΔVPE^ embryos is sufficient to promote A-P axis specification and gastrulation. However, as shown above, further reduced expression (∼25%) in Eomes^ΔVPE/−^ embryos results in gastrulation defects.

### Foxh1-independent Nodal/Smad2/3 signals regulate VPE activity

*Eomes* activation in the VE and PS depends on Nodal/Smad signals (Brennan et al., 2001; Nowotschin et al., 2013). To investigate Nodal/Smad requirements in cultured EBs, we used the small molecule SB-431542 (SB), a potent inhibitor of type 1 activin receptor like kinases 4, 5 and 7. As expected, in control cultures, maximal *Eomes* expression was detectable between day (d)3.5 and d4 (Fig. 4A). *Eomes* expression was dramatically reduced in cultures treated with the SB inhibitor from d3, and by d4 is severely compromised to only 2% of that seen in controls (Fig. 4A). These results confirm that Nodal signalling is required to induce *Eomes* expression during the transition from pluripotency to lineage commitment. Additionally, when we compared Smad2/3 ChIP-seq datasets in ESC and DE cultures (Yoon et al., 2015), we found evidence for Smad2/3 occupancy at the VPE specifically in DE cultures (Fig. 4B). These observations strengthen the idea that Nodal/Smad signals controlling *Eomes* expression activate transcription via the VPE.

**Fig. 4.**
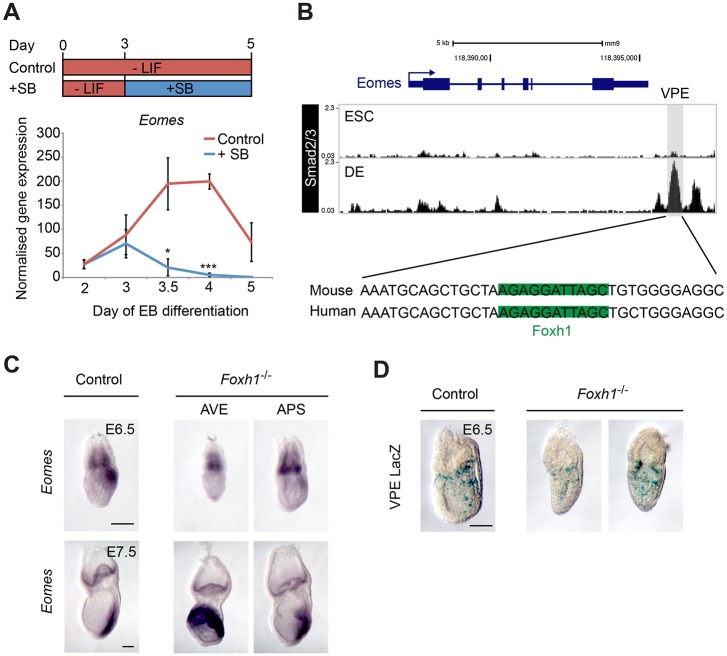
**VPE expression is regulated by Smad2 and independently of Foxh1.** (A) RT-qPCR analysis of *Eomes* mRNA expression during EB differentiation. SB-431542 (SB) inhibition of Nodal/Smad2 signalling from day 3 onwards significantly reduces *Eomes* expression at d3.5 and d4 of differentiation (*P<0.05, ***P<0.001, Student's *t*-test, *n*=3). Error bars represent s.e.m. (B) ChIP-seq of Smad2/3 in definitive endoderm (DE) reveals binding to the VPE (Yoon et al., 2015), overlapping a predicted and conserved binding site for Foxh1, identified with JASPAR at >80% confidence (Mathelier et al., 2016). (C) Whole-mount *in situ* hybridisation of *Eomes* mRNA in control and *Foxh1*-null embryos. *Eomes* is expressed in both AVE- and APS-defective Foxh1 mutant subtypes at E6.5 and E7.5. (D) VPE-*LacZ* reporter activity both in the VE and epiblast is retained in *Foxh1* mutant embryos at E6.5. Scale bars: 100 μm.

It is well known that the forkhead transcription factor Foxh1 functions as a Smad2/3 co-factor governing Nodal/Smad target gene expression (Attisano et al., 2001; Izzi et al., 2007). Foxh1 has been proposed to act as a pioneer factor and to recruit Smad2/3 complexes to switch enhancers, activated as ESCs transition to DE fates (Beyer et al., 2013; Cirillo et al., 2002; Cirillo and Zaret, 1999; Kim et al., 2011). Interestingly, the VPE Smad2/3 peak also contains a conserved Foxh1-binding motif. Moreover, the VPE region is co-bound by FOXH1, SMAD2/3 and SMAD4 in human DE cultures (Fig. S6) (Beyer et al., 2013; Brown et al., 2011; Kim et al., 2011; Teo et al., 2011). Consistent with the idea that Foxh1 cooperatively activates *Eomes* expression via the VPE, homozygous null *Foxh1*^−/−^ embryos phenocopy the *Eomes*^ΔVPE/−^ embryos, displaying either defective AVE formation prior to gastrulation or disturbances in APS specification at later stages (Hoodless et al., 2001; Yamamoto et al., 2001).

To evaluate directly *Foxh1* functional contributions, we analysed *Eomes* expression at E6.5 and E7.5 in the context of *Foxh1*^−/−^ mutant embryos (Fig. 4C). In mutants with AVE/DVE defects at E6.5, *Eomes* is expressed in the thickened VE at the distal tip of the embryo, and at E7.5 in the chorion and proximal epiblast. *Foxh1* mutants with APS defects express *Eomes* in the ExE and PS. *Eomes* is clearly expressed in both classes of *Foxh1* mutant embryos. Slightly reduced levels in the PS can be explained by the loss of Foxh1-dependent activation of the auto-regulatory ASE *Nodal* enhancer (Norris et al., 2002). In striking contrast to *Eomes/Nodal* double heterozygotes (Arnold et al., 2008a), we found no evidence here for *Eomes* and *Foxh1* genetic interactions. Indeed, *Eomes* and *Foxh1* compound mutant mice are fully viable (Table 2). Finally, to confirm that VPE activity is Foxh1 independent, we examined expression of the VPE-*LacZ* transgene in *Foxh1* mutant embryos. *LacZ* staining is detectable throughout the epiblast at E6.5 (Fig. 4E), and also in the thickened VE at the distal tip. Foxh1 function is nonessential for VPE-*LacZ* reporter activity. Thus, we conclude that Nodal/Smad signals activate *Eomes* expression in a Foxh1-independent manner, raising the possibility that other forkhead family members may recruit Smad2/3 complexes during Eomes induction *in vivo*.

**Table 2.**
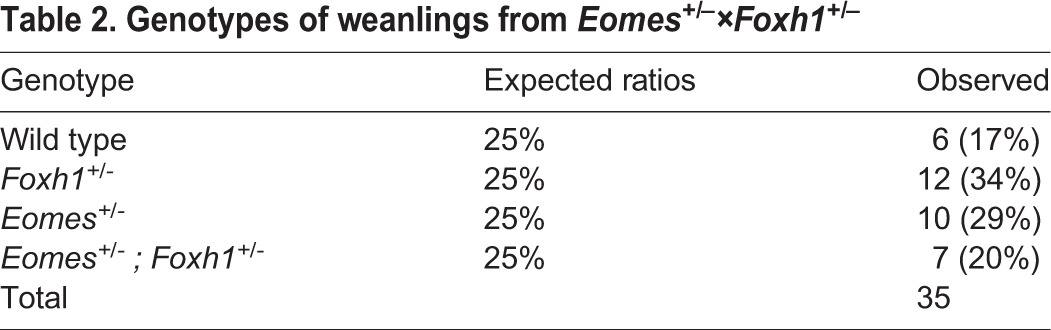
**Genotypes of weanlings from *Eomes^+/–^×Foxh1^+/–^***

### Characterisation of the *Eomes* 3D regulatory chromatin compartment during endoderm differentiation

The finding that the VPE targeted deletion partially reduces but fails to completely eliminate *Eomes* expression, strongly suggests that additional regulatory elements contribute to transcriptional output of the locus. Enhancer interactions with target promoters have been analysed by chromatin conformation capture techniques (de Wit and de Laat, 2012). We took advantage of the recently developed Next Generation (NG) Capture-C methodology (Davies et al., 2016) to screen for *Eomes* regulatory enhancer elements. 

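NG Capture-C measures how often a chosen piece of DNA, the viewpoint, was ligated to other restriction fragments of crosslinked nuclei. Chromatin was cut with DpnII, and the ligated fragments were enriched with biotinylated probes, for promoters in 1 capture and for enhancers in the other. ESC, DE collected on day 5 of differentiation and erythrocytes from the spleens of phenylhydrazine-treated mice gave 3 replicates each. By their labels the same 9 libraries were used for both captures, which gave 18 captured libraries that are not independent of each other. The erythrocytes came from another mouse strain than the ESC and DE, so strain and cell type cannot be told apart in comparisons with them. For every DpnII fragment the authors deposited a signal scaled to 100000 interactions per viewpoint and library, with coordinates in NCBIM37 (mm9). The values of each column were whole multiples of what 1 read is worth, and reads were recovered from them. The Eomes promoter viewpoint had between 13767 and 22002 interactions per ESC library (median 14338), between 33673 and 55736 per DE library (median 41876) and between 6647 and 26682 per erythrocyte library (median 10315). The VPE viewpoint had medians of 20019 in ESC and 63540 in DE, the PSE_a viewpoint 13565 and 27924, and the PSE_b viewpoint 11500 and 27308. Of the Eomes promoter interactions, 62.6% ± 4.46 (SD, n = 3) in ESC and 58.8% ± 1.07 in DE lay on chromosome 9. In erythrocytes the median share in cis over 9 viewpoints was 73.3% in replicate 2 against 38.1% and 37.8% in replicates 1 and 3. Fragments within the captured zone, from 118385066 to 118388645 on chromosome 9 for the Eomes promoter, hold no values. Signals were rescaled to 100000 cis interactions, and DE and ESC were compared with limma on log2 of the value plus 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on that scale, which understates the change of fragments with few reads.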

During DE differentiation, *Eomes* expression increased by ∼600 fold (Fig. S7B) resulting in activation of the Eomes target genes, *Lhx1* and *Foxa2* (Fig. S7C) (Nowotschin et al., 2013; Teo et al., 2011).

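The annotated Eomes TSS lies at position 118387330 of chromosome 9, and contact with the promoter was read from the 2 DpnII fragments that overlap the 2 kb around it. The PSE_a viewpoint, from 118376738 to 118378092, and the PSE_b viewpoint, from 118380281 to 118382070, lie upstream of the gene, 9.9 kb and 6.2 kb from the promoter. In ESC, PSE_a had 440 ± 45.8 (SD, n = 3) promoter interactions per 100000 in cis, from 84 reads over the 3 libraries, and PSE_b had 598 ± 121. Against fragments at 0.5 to 1.5 times the same distance, the promoter fragments of PSE_a had 0.866 ± 0.0498 times the reads per fragment and 0.331 ± 0.0190 times the reads per kb. For PSE_b these ratios were 0.820 ± 0.174 and 0.337 ± 0.0716. A z-score for each fragment was computed from a monotone fit of the variance-stabilised counts against distance, after FourCSeq, whose own code was not used here. With a minimum median count of 40, too few ESC fragments were left at these 2 viewpoints for a fit. With a minimum of 10, the promoter z-scores lay between -1.79 and 0.953 for PSE_a and between -0.72 and 1.07 for PSE_b, under the threshold of 3.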

NG Capture-C using viewpoints from the PSE_a and PSE_b exhibited promoter interactions in ESC (Fig. S8) when analysed with FourCseq (Klein et al., 2015). These interactions were marginally reduced in DE. However, the overall change was not statistically significant. By contrast, NG Capture-C revealed significant interactions between the VPE and the *Eomes* promoter in both ESC and DE cells (Fig. S8). Thus, the locus appears to be primed for activation prior to expression.

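In DE, PSE_a had 479 ± 31.3 (SD, n = 3) promoter interactions per 100000 in cis, from 171 reads, a log2 fold change over ESC of 0.12 (standard error 0.22, adjusted p = 0.88 from limma over the promoter and 5 kb bins). PSE_b had 560 ± 56.6 from 244 reads, a log2 fold change of -0.082 (standard error 0.20, adjusted p = 0.91 from limma). The DE and ESC replicates overlapped at both viewpoints. The direction was not settled by these data: with the promoter taken as 2 kb to each side of the TSS, the log2 fold change of PSE_a was -0.32, and with values scaled to all interactions it was -0.10. That of PSE_b moved most with the promoter widened in this way, to -0.47, and was 0.12 with TMM scaling, 0.058 with DESeq2 and 0.077 without ESC replicate 2. Over all alternatives the adjusted p was between 0.37 and 0.99 for PSE_a and at least 0.22 for PSE_b, from limma or the count tests. Per fragment at matched distance the promoter contact in DE was 1.06 ± 0.0421 for PSE_a, above every ESC library (log2 ratio 0.29, exact two-sided permutation test, p = 0.1), and 1.01 ± 0.0736 for PSE_b, where the libraries overlapped (log2 ratio 0.30, p = 0.2). In the other direction, from the Eomes promoter viewpoint, contact with the PSE_a element was 1945 ± 242 in ESC and 1330 ± 78.1 in DE (log2 fold change -0.54, adjusted p = 3.5e-05 from limma), and contact with PSE_b was 2403 ± 227 and 1905 ± 110 (log2 fold change -0.33, adjusted p = 0.015 from limma), where 1 fragment overlaps both elements. The share of cis interactions within 20 kb of this viewpoint also fell in DE, with a log2 ratio of -0.53. Over the alternatives the adjusted p was between 5.6e-07 and 0.31 for PSE_a and between 0.00046 and 0.55 for PSE_b. The highest values, from limma with all 3 cell types in the fit, were not past the threshold. PSE_b was also not past it with TMM scaling, DESeq2 or a pseudocount of 2, or without ESC replicate 1, ESC replicate 2 or DE replicates 1, 2 or 3, and PSE_a was not past it without DE replicate 2.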

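The VPE viewpoint, from 118394813 to 118397837 on chromosome 9, starts inside the Eomes gene, which ends at 118395250, and lies 9.0 kb from the promoter fragments. It had 1068 ± 76.7 (SD, n = 3) promoter interactions per 100000 in cis in ESC, from 359 reads, and 548 ± 43.7 in DE, from 534 reads. The log2 fold change was -0.95 (standard error 0.13, adjusted p = 1.3e-06 from limma), and every DE library was below every ESC library. Over the alternatives it stayed between -1.16 and -0.88, with an adjusted p between 8.1e-15 and 0.048. The share of cis interactions within 20 kb of the VPE viewpoint also fell, from 25.4% in ESC to 14.6% in DE, a log2 ratio of -0.80. From the Eomes promoter, contact with VPE was 635 ± 12.1 in ESC and 303 in DE, with DE libraries between 291 and 310 (log2 fold change -1.04, adjusted p = 4.1e-07 from limma). This fall was not past the threshold in the limma fit with all 3 cell types, at an adjusted p of 0.091, the highest of alternatives that reached down to 1.0e-08. Against fragments at matched distance, the promoter fragments had 1.67 ± 0.197 times the reads per fragment in ESC and 1.51 ± 0.0970 in DE, and 0.626 ± 0.0739 and 0.565 ± 0.0364 times the reads per kb. The log2 ratio of DE over ESC at matched distance was -0.15 (exact two-sided permutation test, p = 0.4), and the libraries overlapped. The lower VPE contact in DE may thus be part of a fall of all contacts near the viewpoint. The z-scores of both promoter fragments lay between 2.1e-14 and 0.720 in ESC, from a fit over 26 fragments. In DE they lay between 0.021 and 1.37, over 44 fragments. The value of 2.1e-14 means that the ESC fit ran through a promoter fragment, so that fragment could not be called. With a minimum count of 10 the z-scores lay between 1.08 and 2.72 in ESC and between 1.84 and 2.95 in DE. Neither fragment was called above a z-score of 3 with either minimum, or above 2 with a minimum of 40. From the VPE contact in both cell types, the paper proposes that the locus is primed before it is expressed.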

Next, performing Capture-C using a viewpoint from the *Eomes* promoter revealed that the *Eomes* locus, together with an upstream 300 kb gene desert and its neighbouring genes *Azi2* and *Cmc1*, occupies a discrete ∼500 kb chromatin compartment (Fig. 5A). This region contains numerous CTCF-binding sites (Handoko et al., 2011). 

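The compartment was read from the bar in Fig. 5A, from 117928997 to 118435452 on chromosome 9 of NCBIM37, a length of 506 kb, of which 452 kb is unbroken. The starts of Azi2, Cmc1, Eomes and Golga4 lie in it. Of the cis interactions of the Eomes promoter farther than 20 kb away, 42.2% ± 1.48 (SD, n = 3) in ESC lay in the compartment. Interactions per kb in the last 50 kb inside the left boundary were 5.38 ± 0.272 times those in the first 50 kb outside in ESC, from 577 and 106 reads. At the right boundary the ratio was 2.36 ± 0.193 in ESC. The steps were not corrected for the fall of contacts with distance. The 50 kb inside the right boundary reach the viewpoint, so a step there can come from distance alone. The size of the step depended on the window: in ESC it was 4.11 at the left boundary with 25 kb windows and 3.61 at the right boundary with 100 kb windows. In DE the steps were 5.41 ± 0.324 at the left and 2.68 ± 0.126 at the right boundary.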

Consistent with CTCF-mediated chromatin loops forming the compartment boundaries, motif analysis suggests that the outermost binding sites face inwards (Fig. 5A). This compartment structure is readily detectable in both ESC and DE cells but is completely absent in control terminally differentiated erythrocytes lacking *Eomes* expression (Fig. 5A, Fig. S9). 

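In erythrocytes, 18.4% ± 1.20 (SD, n = 3) of the Eomes promoter interactions in cis beyond 20 kb lay in the compartment. The shares of the 3 libraries were 17.7%, 17.8% and 19.8%, all below the lowest ESC share of 40.8% (95% Wilson interval 39.6% to 42.0%) and the lowest DE share of 41.9%. The difference from ESC was -23.7 percentage points (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). The intervals cover counting error only, since PCR copies are not independent molecules. The step at the left boundary was 1.42 ± 0.194 in erythrocytes, below every ESC and DE library, from 120 reads inside and 91 outside. At the right boundary it was 2.07 ± 0.538, between 1.57 and 2.64, and overlapped the ESC libraries, which lay between 2.23 and 2.58. Without a correction for distance, the step at the right boundary cannot tell whether a boundary is present.

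**Figure D1:**
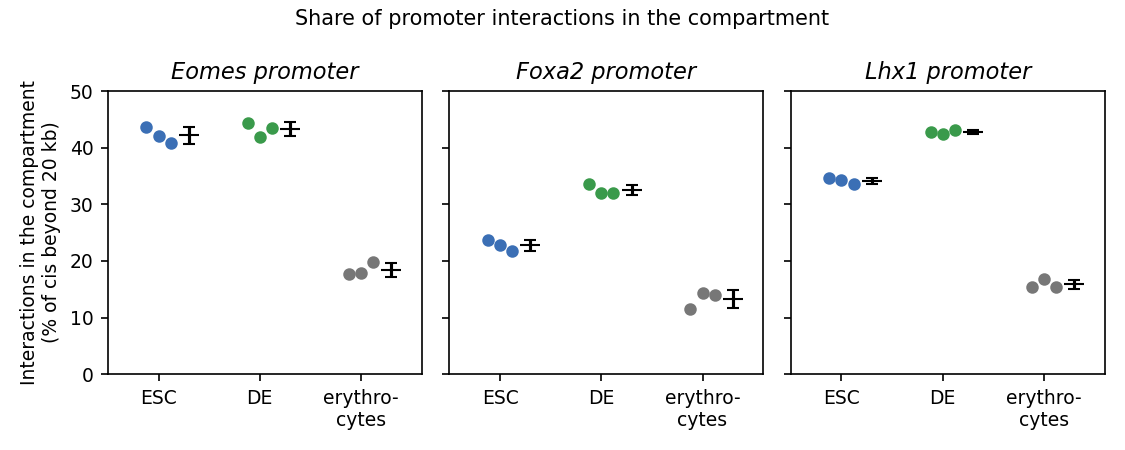
Share of promoter interactions that lie in the compartment, as a percentage of cis interactions beyond 20 kb, for the Eomes, Foxa2 and Lhx1 promoters. Each point is 1 library, 3 per cell type, and the bar beside them is the mean with its SD. The erythrocyte libraries sit below all ESC and DE libraries at the 3 promoters, with means of 18.4%, 13.3% and 15.9%.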

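The share of Eomes promoter interactions in the compartment was 43.3% ± 1.28 (SD, n = 3) in DE, 1.10 percentage points above ESC (exact two-sided permutation test, p = 0.5), and the libraries of the 2 cell types overlapped. With 2 Mb to each side of the viewpoint as the total, the difference was 3.73 percentage points, and with 10 kb left out around the viewpoint in place of 20 kb it was -0.103 points. Windows around the Hba, Hbb and Slc25a37 promoters, also captured, lost share in DE, with log2 ratios between -0.45 and -0.26. They had the offsets of the Foxa2 and Lhx1 compartments, and none had those of Eomes. Whether the like share at Eomes is a rise against such a fall was not tested. Within 20 kb of the promoter the share of cis interactions was 22.5% ± 0.990 in ESC and 15.5% ± 0.361 in DE, with no overlap between libraries (exact two-sided permutation test, p = 0.1).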

Comparison of the NG Capture-C data from ESC and DE, in which the Eomes locus is transcriptionally silent or active, respectively, demonstrates that the compartment is highly stable. Moreover, there were no detectable changes in long-range promoter interactions within the compartment (Fig. S10).

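Of 1372 fragments with at least 10 reads over the 6 libraries, 21 differed between DE and ESC at the Eomes promoter (limma). Of these, 16 lay within 20 kb of the viewpoint and were lower in DE, and 5 lay in the rest of the compartment, between 311 kb and 96.8 kb upstream, and were higher in DE. At an unadjusted p under 0.05 there were 111 of the 894 fragments tested in the compartment beyond 20 kb. The count in this part of the compartment depended on the test: edgeR's quasi-likelihood test on the recovered reads gave 2, DESeq2 gave 0, and so did a pseudocount of 2, no minimum count and the fit with all 3 cell types. Without DE replicate 1 or DE replicate 3 it was 0, without DE replicate 2 it was 1, lower in DE, and without ESC replicate 3 it was 15. In 5 kb bins, 14 of 93 bins in this part differed, 12 of them higher in DE. In simulated data with 200 fragments changed 4-fold, limma recovered 60.5% of them for this comparison. Among the elements of Fig. 5B, the region at −45 kb had 269 ± 85.8 (SD, n = 3) interactions per 100000 in cis in ESC and 409 ± 34.3 in DE (log2 fold change 0.64, adjusted p = 0.030 from limma, 0.0017 adjusted over the list alone). Over the alternatives its adjusted p was between 0.014 and 0.56, and it was not past the threshold with edgeR, DESeq2, a pseudocount of 2, other totals or all 3 cell types in the fit. Nor was it past it without ESC replicate 2, ESC replicate 3 or DE replicates 1, 2 or 3, and without ESC replicate 3 the log2 fold change was 0.37. The region at −93 kb had a log2 fold change of 0.63 (adjusted p = 0.088 from limma, between 0.047 and 0.68 over the alternatives, the lowest with TMM scaling), −38 kb 0.39 (adjusted p = 0.21, with no overlap between libraries) and −73 kb -0.30 (adjusted p = 0.44). Adjusted over the list alone, the p from limma was 0.0077 at −93 kb, 0.035 at −38 kb and 0.13 at −73 kb, and 7 of the 8 elements tested, PSE_b included, were under 0.05, against 5 over all regions and bins. Without ESC replicate 3 the value at −93 kb was 0.28, and without ESC replicate 1 that at −73 kb was -0.042. At +9 kb, inside the 20 kb around the promoter, it was -0.88 (adjusted p = 1.4e-06 from limma), with alternatives from 4.4e-08 up to 0.17 in the fit with all 3 cell types. One of its 2 fragments is also the VPE fragment. From the like compartment in ESC and DE, the paper concludes that global structural change is not needed to induce Eomes.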

**Fig. 5.**
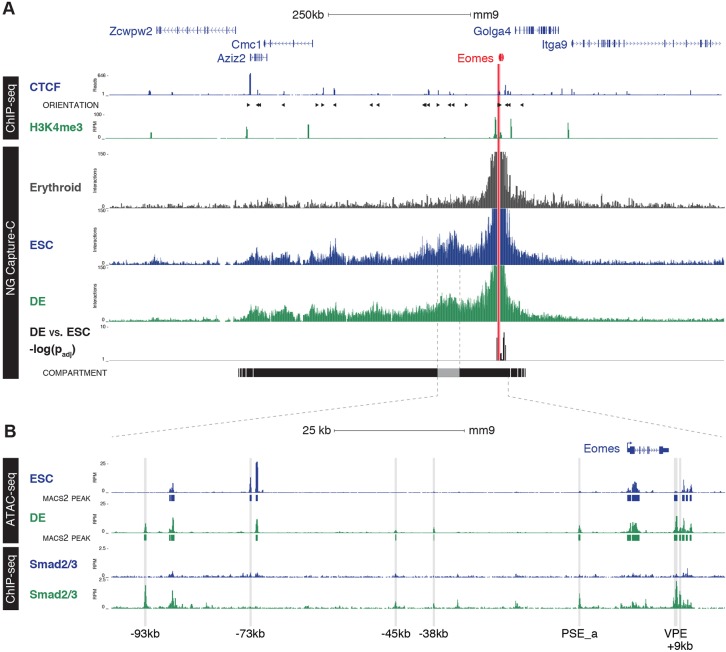
***Eomes* is regulated by Smad2/3 binding in a preformed compartment.** (A) NG Capture-C interaction profiles of the *Eomes* promoter (chr9:117,683,476-118,771,067) from erythrocytes (grey), ESC (blue) and DE (green). Tracks show mean interactions of normalised biological replicates (*n*=3) and DESeq2 significant differences between DE and ESC [−log(*P*_adj_); *P*≤0.05]. The *Eomes* compartment, as determined by boundaries of strong promoter interactions with CTCF orientation (arrowheads), is based upon binding in ESCs (Handoko et al., 2011). Histone modifications for H3K4me3 (DE, *n*=3) show promoter regions. (B) Enlargement of the region of the Eomes compartment showing highest association with the promoter, from chr9: 118,252,500-118,405,500. Open chromatin was generated using ATAC-seq in ESC and DE (*n*=3), with the addition of MACS2 called peaks annotated beneath each ATAC-seq track and Smad2/3 ChIP-seq in ESCs (blue) and DE (green) (Yoon et al., 2015). Regions of chromatin accessibility unique to ESCs (−73 kb) and those associated with Smad2/3 occupancy in DE (−93 kb, −45 kb, −38 kb, PSE_a, VPE and +9 kb) are indicated.

To map changes in regions of open chromatin associated with *Eomes* activation and identify potential novel DE enhancers within the compartment, we performed ATAC-seq. We identified 85,581 total peaks in ESC and DE, and of these 19% were gained and 32.5% lost during differentiation (Fig. S9). Within the *Eomes* compartment we identified six regions that show increased accessibility in DE, including the VPE and the PSE_a, as well as four additional sites at −93 kb, −45 kb, −38 kb and +9 kb relative to the *Eomes* TSS (Fig. 5B).

Next, we examined Smad2/3 binding across the compartment (Yoon et al., 2015). Smad2/3 occupancy was detectable in DE but not in ESCs at all six of the differentially accessible sites (Fig. 5B). These findings demonstrate the *Eomes* locus is organised into a large 3D regulatory chromatin compartment in pluripotent ESCs that is maintained upon DE differentiation. Global structural changes are not required for *Eomes* induction during DE differentiation. Rather, transcriptional activation seems to reflect increased chromatin accessibility and Smad2/3 recruitment at DE enhancers. The −95 kb and −45 kb regions, and to a lesser extent the −38 kb region, are associated with poised and active enhancer marks as cells transition from ES to Epi to MES states, respectively (Fig. S11). Additionally, recently published TF ChIP-seq data demonstrate that the −45 kb ATAC-seq peak, together with the PSE_a and VPE, are co-bound by Tcf3 in DE (Wang et al., 2017), suggesting that both Nodal and Wnt signalling converge on these enhancer regions during gastrulation (Ben-Haim et al., 2006). Consistent with its activities as a key *Eomes* regulatory element during DE specification, the VPE is also bound by Otx2 and Lhx1 in EpiLC and mesendoderm cultures, respectively (Buecker et al., 2014; Costello et al., 2015).

### *Foxa2* and *Lhx1* promoters form long-range interactions in polycomb bodies

The forkhead TF Foxa2 and the LIM domain homeobox TF Lhx1 function together with Eomes as master regulators of APS cell fates (Ang and Rossant, 1994; Costello et al., 2015; Perea-Gomez et al., 1999; Shawlot and Behringer, 1995). One possible model is that this pre-configured genomic structure might be a common feature shared by endoderm-specific transcriptional factors (Fig. S7C). 

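The Foxa2 compartment was read from Fig. 6A, from 147614794 to 147964405 on chromosome 2 (350 kb), and the Lhx1 compartment from Fig. 6B, from 84304951 to 84642925 on chromosome 11 (338 kb). The Foxa2 viewpoint had between 11426 and 19854 interactions per ESC library, between 27540 and 46823 per DE library and between 5005 and 22474 per erythrocyte library. For Lhx1 these ranges were 12869 to 22107, 29621 to 44816 and 4258 to 24682. Of cis interactions beyond 20 kb, 22.8% ± 0.971 (SD, n = 3) of those of Foxa2 lay in its compartment in ESC and 13.3% ± 1.56 in erythrocytes. For Lhx1 the shares were 34.2% ± 0.547 and 15.9% ± 0.775. Every erythrocyte library was below every ESC library (exact two-sided permutation test, p = 0.1 at both promoters). For Foxa2 this direction depended on the total: of the interactions within 2 Mb to each side, the erythrocyte share was 7.23 percentage points above the ESC share. The step in interactions per kb at the right boundary of Foxa2 was 3.95 ± 0.194 in ESC and 2.49 ± 1.49 in erythrocytes. The erythrocyte libraries lay between 1.46 and 4.20, the highest, replicate 3, above every ESC library but from 10 reads outside the boundary, and without it the mean was 1.64. At the left boundary the steps were 1.82 ± 0.209 and 1.28 ± 0.194. For Lhx1 the steps in erythrocytes were 2.22 ± 0.160 at the left and 4.31 ± 0.728 at the right boundary, overlapping those in ESC at 2.17 ± 0.319 and 4.06 ± 0.417, although only 41 erythrocyte reads lay in the 50 kb outside the right boundary. These steps were not corrected for distance either. The 50 kb inside the left boundary of Lhx1 reach the viewpoint, so its left step can come from distance alone in any cell type.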

As for *Eomes*, Capture-C of the *Foxa2* and *Lhx1* promoters demonstrates localisation within pre-formed compartments (both ∼350 kb) in ESCs, but not in erythrocytes where the genes are inactive (Fig. 6A,B). However, these *Foxa2* and *Lhx1* compartments were found to undergo significant rearrangements during DE differentiation (Fig. 6A,B). 

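In DE, 32.5% ± 0.921 (SD, n = 3) of the Foxa2 interactions in cis beyond 20 kb lay in the compartment, 9.68 percentage points more than in ESC, and for Lhx1 42.7% ± 0.299, 8.59 points more, with no overlap between DE and ESC libraries (exact two-sided permutation test, p = 0.1 for both). At the Foxa2 promoter 183 of 1209 fragments differed between DE and ESC (limma). In the compartment beyond 20 kb 69 were higher and 1 was lower in DE, and outside it 2 were higher and 80 were lower. At the Lhx1 promoter 76 of 1234 fragments differed, 41 higher and 2 lower in the compartment beyond 20 kb and 1 higher and 8 lower outside. DESeq2 on the recovered reads gave 111 and 42 fragments, and the fit with all 3 cell types 78 and 13. The Lhx1 count was 23 without DE replicate 2, 25 without DE replicate 3 and 48 without ESC replicate 1, and the Foxa2 count was 107 without DE replicate 1 or DE replicate 3. In the compartment beyond 20 kb the Foxa2 count was 23, 30 and 23 without DE replicates 1, 2 and 3. That of Lhx1 was 24 without ESC replicate 1 and 26, 6 and 3 without DE replicates 1, 2 and 3. Outside, Lhx1 had 5 and 3 without ESC replicates 1 and 2, and 5, 1 and 1 without DE replicates 1, 2 and 3. Of the changed Lhx1 fragments 55.3% were higher in DE, against 29.6% with TMM scaling, 35.7% with DESeq2 size factors and 37.0% with values scaled to all interactions. For Foxa2 41.0% were higher, against 30.0% with values scaled to all interactions. With DESeq2 as the test 9.91% were higher for Foxa2 and 11.9% for Lhx1. Over all alternatives this share lay between 2.38% (no minimum count) and 49.0% (5 kb bins) for Foxa2 and between 10.7% (no minimum count) and 66.7% (without ESC replicate 2) for Lhx1. Without DE replicates 1, 2 and 3 it was 23.4%, 26.2% and 22.4% for Foxa2 and 45.3%, 21.7% and 12.0% for Lhx1. Over all tested fragments the median log2 fold change was 0.26 for Foxa2 and 0.41 for Lhx1, and scaling to all interactions moved it to 0.13 and 0.22. For Lhx1 it was 0.25 with TMM scaling and 0.28 with DESeq2 size factors. The regions shaded green in Fig. 6, summed, rose from 9097 ± 345 to 14622 ± 421 interactions per 100000 in cis for Foxa2 (log2 fold change 0.68, adjusted p = 6.6e-27 from limma) and from 5096 ± 257 to 10984 ± 129 for Lhx1 (log2 fold change 1.11, adjusted p = 1.7e-86 from limma). As the cis total is fixed, part of these rises mirrors falls elsewhere. The share within 20 kb fell from 25.1% to 16.8% for Foxa2 and from 30.7% to 18.2% for Lhx1, and the shaded regions outside fell too. Over the alternatives, which include a total without these 20 kb, the log2 fold change was at least 0.53 for Foxa2 and 0.87 for Lhx1. The shaded regions were picked by hand on the profiles of these same libraries, so the p-values of their change are not independent evidence. These p-values also rest on a variance pooled over all regions and bins, not on the 3 libraries of each cell type alone. Over the alternatives the adjusted p of the green regions was at most 0.029 for Foxa2 and 0.00047 for Lhx1, from limma or the count tests. The region shaded blue inside the Lhx1 compartment fell from 2980 ± 432 to 2065 ± 17.9 (log2 fold change -0.52, adjusted p = 5.5e-07 from limma), with an adjusted p between 8.7e-14 and 0.55 over the alternatives, not past the threshold with all 3 cell types in the fit. Outside the shaded regions and beyond 20 kb, the bins that rose most at Lhx1 were at Acaca, with 8 ESC and 63 DE reads, in the compartment from 84495001 to 84500000, with 40 and 281 reads, and at Usp32, with 3 and 32 reads. For Foxa2 they were a bin from 146535001 to 146540000, with 1 ESC and 26 DE reads, and bins at Slc24a3 and Entpd6, which had 0 ESC reads and 19 and 17 DE reads. These reads are not scaled for depth, which was greater in DE, so they overstate the rises. Per 100000 in cis the Acaca bin rose from 34.0 ± 42.8 (SD, n = 3) to 104 ± 13.6. The bin in the Lhx1 compartment rose from 136 ± 24.5 to 478 ± 51.1.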

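In ESC the Foxa2 promoter had 4153 ± 113 (SD, n = 3) interactions per 100000 in cis with the shaded region of Fig. 6A at Nkx2-2, from 146996937 to 147036348 on chromosome 2, and 3997 ± 265 with that at Pax1, from 147173649 to 147214331. The region at Thbd and Sstr4 had 1566 ± 156, the one left of Plk1s1 639 ± 102, Nkx2-4 470 ± 101 and Insm1 440 ± 64.4. The Lhx1 promoter had 1267 ± 67.0 with the region at Tbx4 and 557 ± 139 with that at Unc45b on chromosome 11. Since these regions were shaded for their interactions in ESC, their level in ESC is not an independent measure. Among 5 kb bins farther than 50 kb away, z-scores above 3 in every ESC replicate were found outside the compartment in 4 of 62 bins for Foxa2, 3 at Nkx2-2 and 1 at Pax1. For Lhx1 they were found in 0 of 37 bins, also at a threshold of 2. The Foxa2 count was 3 without ESC replicate 1 and 5 without ESC replicate 2. In erythrocytes the shaded regions outside the compartments together had 775 ± 158 interactions per 100000 in cis for Foxa2 and 291 ± 178 for Lhx1, from 133 and 44 reads.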

Unlike *Eomes*, *Lhx1* and *Foxa2* promoters both make long-range contacts with neighbouring developmental genes lying outside the compartment boundaries in ESCs (Fig. 6A,B). These long-range interactions range from 370 kb to 1.8 Mb in size and are almost entirely specific to gene promoters (Table S3); they are lost as cells acquire a DE fate (Fig. 6A,B).

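The centres of the 9 shaded regions outside the compartments lie between 356 kb (Thbd and Sstr4) and 1.83 Mb (Insm1) from their viewpoints, as read from Fig. 6. Each holds the annotated start of a gene it is named for, apart from those left of Plk1s1 and at Unc45b. For Foxa2 their sum fell from 11266 ± 313 (SD, n = 3) interactions per 100000 in cis in ESC to 2786 ± 356 in DE (log2 fold change -2.02, standard error 0.08, adjusted p = 1.9e-132 from limma), and for Lhx1 from 2840 ± 186 to 631 ± 127 (log2 fold change -2.17, standard error 0.12, adjusted p = 1.6e-62 from limma). Since the regions were picked for strong interactions in these ESC libraries, the tests of their fall are not independent of that choice. limma pools the variance over all regions and bins, so p-values this small do not measure the spread of 3 libraries against 3. Over the alternatives the adjusted p was at most 9.3e-07 for Foxa2 and 0.0023 for Lhx1, from limma or the count tests. Each of the 9 regions was lower in every DE library than in every ESC library. The log2 fold changes from limma were -2.30 at Nkx2-2, -2.14 at Pax1, -1.70 at Thbd and Sstr4, -1.68 at Insm1, -1.47 left of Plk1s1 and -1.20 at Nkx2-4 for Foxa2, and -3.54 at Tbx4 for Lhx1, while Unc45b had 557 ± 139 in ESC and 64.3 ± 29.7 in DE, with adjusted p at most 1.3e-06. In the limma fit with all 3 cell types the regions left of Plk1s1 and at Nkx2-4 were among those not past the threshold, with adjusted p from limma of 0.22 and 0.33, the highest of their alternatives. The lowest were 2.8e-16 and 1.1e-08. In DE all 9 regions still had reads, between 38 at Unc45b and 638 at Pax1. Outside the shaded regions, the Foxa2 bins that fell most included those at Pax6 and Meis2, with 21 and 17 reads in ESC and 2 and 3 in DE. The Lhx1 bins that fell most were at Tmem132e, with 35 and 9 reads, at Slfn5, with 13 and 2, and from 85675001 to 85680000, with 17 and 5. From these results and those at Eomes, the paper concludes that the 3 genes differ in how their chromatin is organised in 3D during differentiation.

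**Figure D2:**
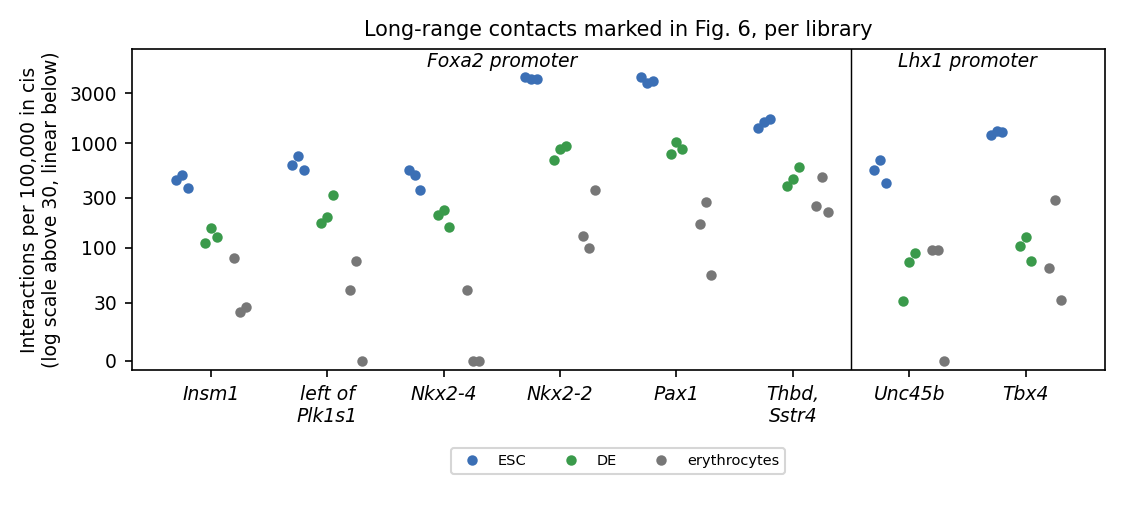
Interactions per 100000 in cis of the Foxa2 and Lhx1 promoters with regions shaded in Fig. 6 outside the compartments, on an axis that is logarithmic above 30 and linear below. Each point is 1 library, 3 per cell type. All DE libraries sit below all ESC libraries in each region shown, as at Nkx2-2, where the means are 4153 in ESC and 842 in DE.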

**Fig. 6.**
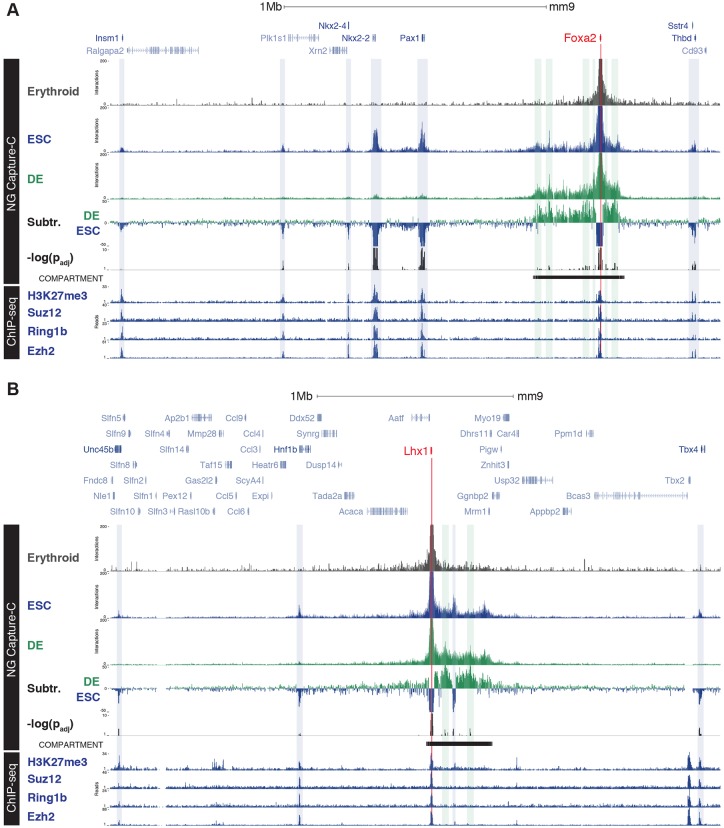
***Foxa2* and *Lhx1* form long-range interactions with polycomb-repressed promoters.** (A,B) NG Capture-C interaction profiles of the *Foxa2* (A) and *Lhx1* (B) promoters from erythrocytes (grey), ESC (blue) and DE (green) with chr2: 146,001,500-148,328,000 (A) and chr11: 82,700,000-85,808,000 (B) shown. Tracks show mean interactions of normalised biological replicates (*n*=3), subtraction of ESCs from DE (Subtr.) and DESeq2 significant differences between DE and ESC [−log(*P*_adj_); *P*≤0.05]. Peaks of the strongest interactions in ESCs (shaded boxes) were manually identified and highlighted. Compartments were determined by boundaries of strong (continuous) promoter interactions. Location of the Polycomb Repressor Complexes components (Ezh2, Suz12, Ring1b) and associated histone modification (H3K27me3) in ESCs are shown (Ku et al., 2008; Mikkelsen et al., 2007).

Both *Foxa2* and *Lhx1* are repressed by polycomb in ESC (Leeb et al., 2010). Examination of published ESC ChIP-seq data-sets for Polycomb components Ezh2, Suz12 (PRC2) and Ring1b (PRC1) (Chen et al., 2008; Ku et al., 2008), as well as the polycomb repressive mark H3K27me3 (Yue et al., 2014), showed they are present at all of the promoters of the adjacent genes with which *Lhx1* and *Foxa2* interact (Fig. 6), suggesting that these genes are present in Polycomb bodies (Pirrotta and Li, 2012). Interestingly, these Polycomb repressive components are also present at the *Eomes* promoter in ESC, but we found no evidence for long-range interactions with gene promoters lying outside the compartment (Fig. S10). Collectively, the results above demonstrate that three essential TFs required for cell fate specification, *Eomes*, *Foxa2* and *Lhx1*, were found to exhibit distinct modes of 3D chromatin organisation during differentiation.

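At the Eomes promoter 0 of 406 fragments tested outside the compartment differed between DE and ESC (limma), with 25 at an unadjusted p under 0.05. On the recovered reads edgeR's quasi-likelihood test called 1 and DESeq2 called 0, and limma called 1 without ESC replicate 3. In 5 kb bins, which pool reads, 21 of 972 bins outside the compartment differed (limma), 16 of them lower in DE. Z-scores above 3 in every replicate were found in 0 of 39 bins outside the compartment in ESC and 0 of 150 in DE, and also in 0 at a threshold of 2. In simulated data for the DE libraries of this viewpoint the z-scores found 50% of 10 bins raised 3-fold. The bins that fell most lay 19.5 Mb away near Foxl2, with 24 reads in ESC and 3 in DE (adjusted p = 5.1e-06 from limma), 27.1 Mb away in Zic4, with 21 and 4 reads (adjusted p = 0.00015), and 48.8 Mb away at Foxb1, with 16 and 1 reads (adjusted p = 0.0013). The bins that rose most were at Ttc21a, with 0 reads in ESC and 25 in DE, and at 2 places in Rbms3, with 3 and 35 and with 0 and 20 reads. The ESC libraries had between 7918 and 14490 cis interactions at this viewpoint and the DE libraries between 19387 and 33230. Reads not scaled for depth thus overstate the rises and understate the falls.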

## DISCUSSION

The spatiotemporal expression of key lineage-specifying transcription factors (TF) is tightly controlled during early mouse development to ensure correct cell fate decisions. Interactions of cell type-specific *cis*-acting enhancer elements with gene promoters, within topologically discrete chromatin compartments, directs developmentally regulated patterns of expression (de Laat and Duboule, 2013). Our recent studies demonstrate that the T-box TF Eomes, dynamically expressed in the VE, ExE and PS during gastrulation, acts downstream of the Nodal signalling pathway as an essential master-regulator of the DE and cardiac mesoderm cell lineages. Here, we exploit transgenic reporter assays, targeted deletion and NG Capture-C strategies to investigate the regulatory landscape at the *Eomes* locus.

We demonstrate using gain-of-function experiments that conserved proximal *cis*-regulatory elements, namely the so-called PSE (comprising PSE_a and PSE_b) and the VPE, have the ability to drive reporter activity in the PS, or VE and PS, respectively. The conserved *Eomes* PSE_b region, which represents an archetypal poised developmental enhancer in both human and mouse ESC, was recently shown to be activated upon mesendoderm induction in response to Nodal (Smad2/3, Foxh1) and Wnt (β-cat) signalling pathways (Beyer et al., 2013; Brown et al., 2011; Buecker and Wysocka, 2012; Estarás et al., 2015; Funa et al., 2015; Kartikasari et al., 2013; Kim et al., 2011; Rada-Iglesias et al., 2011). However, surprisingly our targeted deletion experiments demonstrate that this switch enhancer, and the adjacent PSE_a, are dispensable for correct developmentally regulated *Eomes* expression in the early embryo. Moreover, mutant mice that entirely lack this genomic region develop normally and are viable and fertile.

Eomes is required for the maintenance and migration of the AVE (Nowotschin et al., 2013). Additionally, robust expression in the PS is essential for formation of APS progenitors (Arnold et al., 2008a). The present results demonstrate that the VPE activates expression in both the AVE and PS, and makes important functional contributions that govern Eomes activities during gastrulation. We found that removal of this element halves transcriptional output from the locus as assessed *in vitro*. Moreover, *Eomes*^ΔVPE/−^ embryos exhibit pleiotropic tissue defects, due to compromised specification of AVE or APS, that closely resemble those caused by defective Nodal signalling or loss of the Smad2/3/4 co-factor *Foxh1* (Arnold et al., 2008a; Hoodless et al., 2001; Norris et al., 2002; Yamamoto et al., 2001).

Our NG Capture-C experiments revealed that the VPE directly interacts with the *Eomes* promoter in both ESC and DE. Moreover the *Eomes* locus lies within a large pre-formed 3D regulatory chromatin compartment in pluripotent ESCs that is maintained upon differentiation to DE. Thus, activation of the locus occurs in the absence of remodelling long-range interactions. By contrast, previous studies of mouse and human ESC implicate *de novo* enhancer-promoter interactions during DE and mesendoderm differentiation (Estarás et al., 2015; Kartikasari et al., 2013). These inconsistencies probably reflect technical differences because a target-led (one-versus-some) 3C PCR technique was used previously, when compared with the unbiased (one-versus-all) NG Capture-C sequencing approach exploited here.

NG Capture-C analysis of the direct Eomes targets *Foxa2* and *Lhx1*, which are known to regulate APS fates, demonstrates they similarly occupy discrete regulatory compartments in transcriptionally silent ESC. However, in contrast to *Eomes*, *Foxa2* and *Lhx1* promoters display contacts with polycomb-associated gene promoters that lie far outside their compartments. These associations are specifically lost during DE differentiation (Fig. 7). Promoter-promoter interactions within ESCs are often occupied by polycomb repressive complexes (PRC) that organise the 3D chromatin structure into polycomb bodies to silence gene expression (Denholtz et al., 2013; Schoenfelder et al., 2015; Sexton et al., 2012; Williamson et al., 2014). These epigenetic barriers are thought to block lineage-specifying gene activation and thus prevent precocious differentiation. We demonstrate here that, in contrast to *Foxa2* and *Lhx1*, the *Eomes* locus exhibits a distinct mode of regulation. Rather, in the absence of polycomb-mediated repressive contacts, the *Eomes* promoter can rapidly respond to dynamic signalling cues during gastrulation (Fig. 7).

**Fig. 7.**
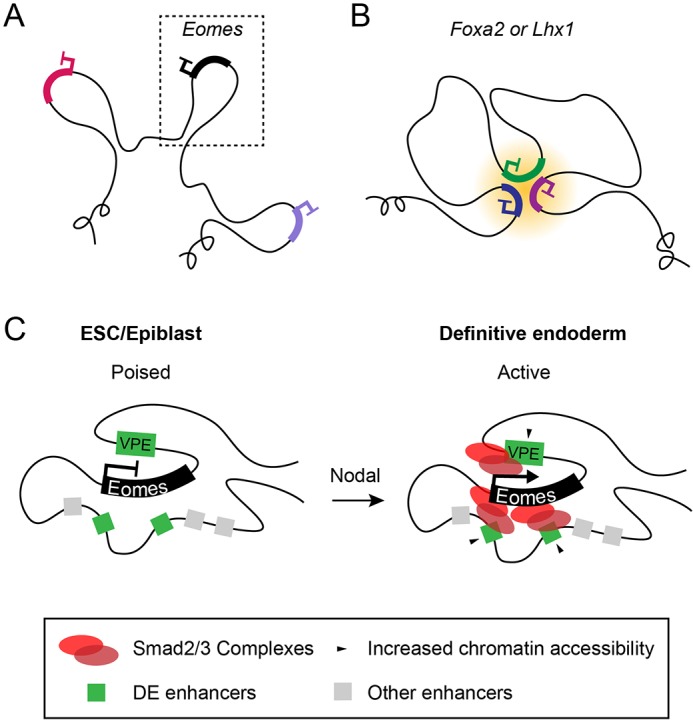
***Eomes*, *Foxa2* and *Lhx1* exhibit distinct modes of 3D chromatin organisation during differentiation.** (A) In ESCs, *Eomes*, *Foxa2* and *Lhx1* are organised into pre-formed chromatin compartments. (B) Unlike *Eomes*, both *Foxa2* and *Lhx1* promoters form extra-compartmental contacts with other polycomb-repressed gene promoters. (C) Model for *Eomes* activation. The poised chromatin architecture at the *Eomes* locus is permissive for rapid transcriptional induction in response to localised Nodal signalling during gastrulation, primarily via enhancer binding of Smad2/3 complexes.

Considerable evidence suggests that stable enhancer-promoter interactions within pre-formed chromatin compartments initiate transcription through the release of paused polymerase (de Laat and Duboule, 2013; Ghavi-Helm et al., 2014; Jin et al., 2013; Williamson et al., 2016). We found that promoter-enhancer interactions are relatively stable. However our ATAC-seq experiments reveal significant changes in open chromatin regions during DE differentiation. We identified several candidate enhancers within the *Eomes* compartment that display increased chromatin accessibility and are greatly enriched for Smad2/3 occupancy upon DE differentiation (Yoon et al., 2015). Moreover, we confirm that Smad2/3 is required for *Eomes* activation, as inhibition of receptor-mediated Nodal/Smad2/3 signalling blocks transcription. Smad2/3 associations with the histone demethylase Jmjd3 are known to be required for the activation of Nodal target genes (Dahle et al., 2010; Kartikasari et al., 2013). Jmjd3 activates poised developmental genes by removing promoter-proximal H3K27me3 and releasing paused polymerase (Chen et al., 2012). We propose that the poised chromatin architecture at the *Eomes* locus is permissive for rapid transcriptional induction in response to localised Nodal signalling during gastrulation, primarily via enhancer binding of Smad2/3/Jmjd3 complexes to release promoter-paused polymerase.

The 3C technologies developed over the past two decades have provided important new insights into the regulatory chromatin landscapes that orchestrate tissue-specific transcription. Here, we characterise for the first time *cis*-regulatory elements that activate *Eomes* expression during gastrulation, and describe the higher order chromatin architecture of the locus. We speculate that the pre-formed chromatin compartment and the absence of additional epigenetic safeguards prior to expression facilitates the rapid induction of *Eomes* expression in response to dynamic signalling cues at the onset of gastrulation. However, the stage of embryonic development during which these compartments are established, and later dismantled, remains elusive. Future studies will investigate whether these enhancers and permissive chromatin configuration are tissue invariant and can also control cell type-specific *Eomes* expression governing cell fate decisions at other sites such as the developing cortex, and adult NK and CD8+ T-cell lineages (Arnold et al., 2008b; Gordon et al., 2012; Pearce et al., 2003).

## MATERIALS AND METHODS

### Animals and PCR genotyping

*Eomes*^GFP/+^ (Arnold et al., 2009) and *Foxh1*^+/−^ (Hoodless et al., 2001) strains were genotyped as described. *Eomes*^ΔPSE/+^, *Eomes*^ΔPSE_b/+^, *Eomes*^ΔVPE/+^ and *Eomes*^GFPΔVPE/+^ strains were generated from targeted ESC clones using standard methods (Arnold et al., 2009) (Figs S2-S5, see supplementary Materials and Methods) and maintained on a mixed 129Sv/Ev/C57BL/6 background. To generate PSE.*LacZ* and VPE.*LacZ* transgenic constructs, the 4.6 kb *Hin*cII-*Kpn*I PSE fragment and a 696 bp PCR-amplified VPE sequence (Table S1), were cloned upstream of a hsp68 promoter, *LacZ* cassette and SV40 polyA signal (Sasaki and Hogan, 1996). Zygotes were injected with *Not*I linearised plasmid and transferred into pseudo-pregnant foster females. Embryos were either collected at E6.5-E7.5 or used to establish stable transgenic mouse lines. PCR genotyping primers are listed in Table S1. All animal experiments were performed in accordance with Home Office (UK) regulations and approved by the University of Oxford Local Ethical Committee.

### ESC differentiation

ESC lines were maintained in DMEM (Invitrogen) supplemented with 15% fetal calf serum (Gibco), 1% penicillin/streptomycin (Invitrogen), 0.1 mM 2-mercaptoethanol (Sigma), 1% glutamine (Invitrogen), 1% MEM non-essential amino acids (Gibco), 1 mM sodium pyruvate (Sigma), 1000 U/ml LIF (ESGRO) on gelatin-coated plates.

For analysis of GFP reporter expression, wild-type (CCE), *Eomes*^GFPΔVPE/+^ and *Eomes*^GFP/+^ ESCs were seeded as 10 μl hanging drops (1×10^4^ cells/ml) in the absence of LIF to induce EB formation. After 2 days, EBs were transferred to suspension culture. For SB inhibition experiments, ES cells were seeded in suspension at low density (1×10^4^ cells/ml) in the absence of LIF to form EBs. On day 3, EBs were cultured in the presence or absence of 10 μM SB431542 inhibitor (Tocris). For DE differentiation, ES cells were induced to form EBs in suspension, as described above, but were transferred on day 2 into N2B27 medium (Cellartis) supplemented with 20 ng/ml activin A (R&D systems) and 20 ng/ml EGF (Peprotech) to induce DE differentiation (Morrison et al., 2008). For Capture-C, ChIP-seq and ATAC-seq experiments, EBs were dissociated by incubation with 0.25% trypsin (Gibco) for 3 min at 37°C with constant agitation followed by gentle pipetting to obtain a single cell suspension.

### RNA analysis

RNA was isolated from using Qiashredder homogeniser (Qiagen), RNeasy mini kit (Qiagen) and RNase-Free DNase Set (Qiagen). RNA was reverse transcribed to cDNA using Superscript III First Strand Synthesis System (Life Technologies) and qRT-PCR was carried out in triplicate using SYBR-green kit (Qiagen) on a Rotagene cycler (Qiagen) with primers listed in Table S1. Relative gene expression was normalised to *Gapdh* and calculated as 2^ΔΔCt^.

### *In situ* hybridisation, X-gal staining and immunofluorescence

Whole-mount *in situ* hybridisation was performed according to published protocols (Behringer et al., 2013). *LacZ* activity was visualised using whole-mount X-gal staining as described previously (Behringer et al., 2013). Whole-mount *in situ* hybridisation and X-gal-stained embryos were photographed after clearing in 80% glycerol.

For immunofluorescence, embryos were fixed overnight in 1% PFA. EBs were fixed in 4% PFA for 30 min at room temperature. Samples were washed in 0.1% Triton-X in PBS, permeabilised in 0.5% Triton-X in PBS for 15 min, washed in 0.1% Triton-X in PBS, then blocked in 0.1% Triton-X, 0.2% BSA and 5% donkey serum in PBS for 2 h at room temperature. Samples were incubated with primary antibodies (Table S2) overnight at 4°C, washed, incubated with secondary antibodies or phalloidin AlexaFluor 633 stain (A22284; Invitrogen) in block solution for 2 h at room temperature, counterstained with DAPI and mounted in Vectashield (Vector Laboratories) on chamber slides (LabTek). Images were acquired using an Olympus FV1000 inverted confocal microscope.

### Flow cytometry

Day 4 EBs were incubated in 0.25% trypsin for 5 min at 37°C and dissociated into single cells using a 20-guage needle. FACS analysis was performed using a BD FACSCalibur 4 (BD Biosciences) and data analysed using FlowJo.

### ATAC-seq

Tagmentation and indexing of single cell suspensions of ESC, DE and erythrocytes from phenylhydrazine-treated mice (Davies et al., 2016) was performed as previously described (Buenrostro et al., 2013; Hay et al., 2016). Samples were sequenced using a 75-cycle paired-end kit on the Illumina NextSeq platform.

### ChIP-seq

Single cell suspensions (5×10^6^) were cross-linked in 1% formaldehyde for 15 min at room temperature and processed using standard methods. Briefly, cells were lysed on ice for 20 min (5 mM PIPES, 85 mM KCl and 0.5% Igepal-CA 630), and pelleted nuclei were lysed (50 mM Tris-HCl, 10 mM EDTA and 1% SDS). Sonicated chromatin was incubated overnight with anti-H3K4me3 (2 μl; 07-473; Millipore) and Protein A/G Dynabeads (Invitrogen). Beads were washed with RIPA buffer variants (10 mM Tris-HCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS and 0.1% sodium deoxycholate) – RIPA, high salt RIPA (500 mM NaCl) and RIPA with 250 mM LiCl – and with TE buffer before RNase A (Roche) and proteinase K (Thermo Fisher) treatment. Phenol-chloroform-extracted DNA was indexed using NebNext Ultra II (New England BioLabs), multiplexed and sequenced using a 75-cycle paired-end kit on the Illumina NextSeq platform.

### ATAC-seq and ChIP-seq analysis

ATAC-seq and ChIP-seq data were analysed as described previously (Hay et al., 2016) using a custom pipeline (http://userweb.molbiol.ox.ac.uk/public/telenius/PipeSite.html). Sequenced reads were aligned using Bowtie to the mm9 build of the mouse genome. Genomic browser tracks were generated from pooled data from multiple replicates and normalised per million mapped reads using a custom Perl script. Peak detection was performed with the MACS2 (Feng et al., 2012). For differential analysis, a union set of peaks for each cell type generated from at least two peak calls per site. Peaks were filtered for high ploidy regions using MIG Viewer (McGowan et al., 2013). CTCF-motifs were identified using the FIMO function of MEME Suite (Bailey et al., 2009; Grant et al., 2011).

### NG Capture-C and analysis

NG Capture-C was performed as described previously (Davies et al., 2016) on single cell suspensions of ESC, DE or erythrocytes. Samples were indexed for multiplexing and co-capture of enhancers or promoters using biotinylated 120-mers (Sigma, IDT) designed with the CapSequm webtool (http://apps.molbiol.ox.ac.uk/CaptureC/cgi-bin/CapSequm.cgi) (Hughes et al., 2014) and pooled to a final concentration of 2.9 nM (Table S4). Captured material was pooled and sequenced using the Illumina NextSeq platform with 150 bp paired-end reads (300 cycle kit, Illumina). Reads were mapped using Capture-C scripts (https://github.com/telenius/captureC/releases), analysed as previously described (Hay et al., 2016), and additionally with FourCSeq (Klein et al., 2015) and DESeq2 (Love et al., 2014).

How the deposited data were processed for this re-analysis (not part of the article)

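NG Capture-C was analysed for the promoters of Eomes, Foxa2, Lhx1, Hba, Hbb and Slc25a37 and for the PSE_a, PSE_b and VPE enhancers in ESC, DE and erythrocytes, with 3 replicates per cell type, 9 viewpoints and 18 captured libraries in all. By their labels these are 9 libraries captured for promoters and again for enhancers, so values at different viewpoints are not independent. Samples were grouped by cell type and capture as the labels and the paper give them. Of the 108 columns in 6 files, 81 were used; the rest hold the globin and Slc25a37 viewpoints of the enhancer capture.

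The authors mapped reads with their Capture-C scripts, assigned them to DpnII fragments and deposited a signal per fragment, scaled in each column to 100000 interactions, with replicates kept apart. The aligner, its version and the handling of duplicate reads are not given in the sources used here. The paper names FourCSeq and DESeq2 for its analysis without settings. Fragment ends were checked against NCBIM37, where 20000 of 20000 sampled fragments had both ends 2 bases into GATC. In every column 100% of the values were whole reads within 0.05 of a read, and reads were recovered from them. In the Hba column of 1 DE library what 1 read is worth could not be set apart from 1, so no count test used it. Totals were between 3744 and 192158 interactions per library and viewpoint. Replicates of a cell type were compared by chi-square over bins, and the lowest ratio to its degrees of freedom was 0.934, at 1 viewpoint. A ratio near 1 is also what 2 runs of 1 library would give, so this comparison can only find copied counts. No pair was counted as 1 library, since the labels give them apart. Without molecular identifiers, reads can include PCR copies, and intervals cover counting error only.

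The design written before the data were examined assumed counts and edgeR's quasi-likelihood test. Since the files hold a scaled signal, limma on log2 of the value per 100000 cis interactions plus 10 was used in its place, and edgeR on the recovered reads became an alternative. Fragments needed at least 10 reads over the libraries compared, only the 2 cell types compared entered the fit, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Regions were tested together with the 5 kb bins of their chromosome. limma pools the variance over these rows, so a very small p reflects that pooling and not the spread between 3 libraries alone. Shares were compared by exact two-sided permutation tests, where 3 libraries against 3 allow no p under 0.1. Compartments and shaded regions were read from pictures of Fig. 5 and Fig. 6, so their ends carry a reading error.

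Z-scores followed FourCSeq with an isotonic fit and required a value above 3 in every replicate and a one-sided adjusted p under 0.01 in at least 1 of them. Fragments needed a median count of 40 and 5 kb bins, taken farther than 50 kb away, a median count of 10. The sites named were the regions shaded or marked in the figures, the elements the paper names, and up to 3 bins that rose and 3 that fell most per promoter. These bins lay farther than 20 kb away and outside marked regions, past the threshold in limma and with no overlap between DE and ESC libraries. Some of the sites this rule names are not reported here. Alternatives chosen before the data were examined were TMM scaling, DESeq2 size factors, DESeq2, no minimum count, 5 kb bins, the replicate number as a block, all 3 cell types in the fit, each library left out, a total without 20 kb around the viewpoint, a wider promoter region, other windows, totals and compartment ends, and other z-score settings. The 5 added after the values were seen were edgeR, pseudocounts of 2 and 50, scaling to all interactions and subtraction of the trans level. The ratios to fragments at matched distance were also added then, per fragment after those per kb had been seen.

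Each test was tested on simulated data with 200 fragments changed 4-fold. limma recovered 60.5% for Eomes, 66.0% for Foxa2 and 68.5% for Lhx1, with 1.63%, 0.752% and 2.84% of its calls false. DESeq2 recovered 51.5%, 53.5% and 49.5%, and edgeR 70.0%, 74.0% and 75.0%. For the Hba bins between erythrocytes and ESC, limma recovered 83.4% of 181 and 15.6% of its calls were false, above the nominal level. The minimum reads of the fragments to be changed were lowered in these simulations so that 200 could be drawn. Z-scores found 40% and 50% of 10 bins raised 3-fold in simulated DE data for Foxa2 and Eomes, with 0 false calls.

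R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. ATAC-seq and ChIP-seq were not analysed here. Contacts between the enhancers could not be measured, since fragments of the 3 enhancer zones hold no values at any enhancer viewpoint.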

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

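The tests of the far bins were chosen after the results were seen; the test of depth and the counts of other splits were set before.

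The Hba, Hbb and Slc25a37 promoters were captured but are not reported in the paper's text. Between erythrocytes and ESC 263 of 1416 Hba bins, 247 of 345 Hbb bins and 129 of 344 Slc25a37 bins of 5 kb differed (limma), of which 39, 16 and 8 were higher in erythrocytes. A bin in Nprl3 rose at Hba from a mean of 667 to 2335 ± 522 (SD, n = 3) interactions per 100000 in cis, a log2 fold change of 1.77 with an adjusted p of 0.00031 from limma, higher in 3 of 3 erythrocyte libraries. The counts depended on the tool: DESeq2 gave 201 at Hba, of which 55 were lower in erythrocytes, 64 at Hbb, of which 48 were lower, and 18 at Slc25a37, of which 10 were lower, and with TMM scaling 20 of 91 calls at Hbb were higher. Without ESC replicate 2 the Hba count was 162. The number higher at Hba was 12 without any 1 ESC library and 85 without erythrocyte replicate 3, and at Hbb 8 and 10 without erythrocyte replicates 1 and 2. The Hbb count was 119, 117 and 112 without ESC replicates 1, 2 and 3, and the Slc25a37 count 51, 35 and 59 without ESC replicates 1, 2 and 3. At each of these viewpoints 1 of 10 splits of the libraries, the real one, gave as many bins, and the others gave at most 1. In simulated Hba data with nothing changed limma made 0 calls. A rank among 10 splits cannot by itself exclude chance. Strain differs with cell type here, and was not tested apart from it.

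The share of cis interactions within 20 kb of the viewpoint was lower in DE than in ESC also at the 3 viewpoints the text does not report, with log2 ratios of -0.29 at Hba, -0.38 at Hbb and -0.38 at Slc25a37. All DE libraries were below all ESC libraries at each of the 9 viewpoints (exact two-sided permutation test, p = 0.1). By chance 10% of such comparisons show no overlap, both directions counted, and the viewpoints share libraries, so the 9 are not independent. Greater depth in DE is argued against for the viewpoints taken together. Within a cell type the log2 share changed by a median of -0.042 per doubling of depth, against -0.32 between DE and ESC. Of 18 slopes within a cell type 1 was as steep. Depth stays open at PSE_a and PSE_b. From the shallowest to the deepest DE library their log2 shares changed by -0.20 and -0.14, at log2 depth ratios of 0.58 and 0.73. Between DE and ESC the changes were -0.16 and -0.27, at 1.15 and 1.33. Within ESC they were 0.050 and -0.13. Whether the difference comes from the cells or from how the libraries were made was not tested.

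Of 383 Eomes bins more than 2 Mb from the promoter, 8 were lower in DE (limma) and 1 was higher, with log2 fold changes between -2.81 and -1.70 for the lower ones. They lie at or near Foxl2 (2 bins), Sox14 (2 bins), Foxb1, Zic4 and Tbx18, and 1 at no gene. Of the 8, 6 were within 5 kb of the start of a gene of a list of 37 families of developmental transcription factors, against 15 of the 383 (Fisher's exact test, p = 3.2e-08; 1.3e-05 among bins at gene starts). The list was written after the genes of these bins had been seen, so this p is not independent evidence. A fall at gene starts of any kind is argued against as the whole cause: all tested bins at gene starts had a median log2 ratio of 0.073, those without a listed gene 0.22 and the listed bins -1.40, while bins without a gene start had 0.33. The list includes the genes of the fallen bins, so that listed bins lie below other bins was largely fixed by that choice. This also limits the test of GC content. The median log2 ratio of the listed bins less that of other bins of like GC content was -1.54, and 15 of 15 lay below. Among the 368 other bins the Spearman correlation of GC content with the log2 ratio was -0.13. GC content is thus not excluded by this test. A fall at listed genes in the DE libraries whatever the viewpoint is argued against by the share of interactions beyond 2 Mb at such genes. Over the same 76 bins of chromosome 11 its log2 ratio was -1.42 at Lhx1, with no overlap between libraries, and -0.11 at Hba (exact two-sided permutation test, p = 0.8). At Slc25a37 it was 0.033 (exact permutation p = 0.9), at Foxa2 -2.06 and at Eomes -2.49, the last 2 with no overlap, while Hbb, at -3.02, also had no overlap and goes with such a fall, but from 5 reads in ESC and 3 in DE. The bins of chromosome 9 were compared from the Eomes viewpoint alone, so a difference limited to those bins stays open. An earlier version of the GC test, over a common GC window, and earlier versions of the other tests were replaced after they had been seen. A candidate explanation is that the Eomes promoter also meets such genes in ESC, as a hypothesis. These bins had between 14 and 24 reads over the ESC libraries.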

How the results depend on the processing

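The alternatives with edgeR, pseudocounts of 2 and 50, scaling to all interactions and the trans level subtracted were chosen after the results were seen. Of 948 values of 84 results under an alternative, 769 kept their direction and their side of the threshold, or moved by less than the spread between replicates or 1.5 times for a count. The fall of the shaded regions outside the compartments stayed between -2.17 and -1.91 for Foxa2 and between -2.41 and -2.02 for Lhx1 on the log2 scale, past the threshold under all 15 alternatives. Where a value below differs, the cause was not tested.

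For the fragments that changed, the counts were 21, 183 and 76 for Eomes, Foxa2 and Lhx1, of which 5, 70 and 43 lay in the compartment beyond 20 kb and 0, 82 and 9 outside. DESeq2 gave 8, 111 and 42, with 0, 10 and 9 in the compartment. edgeR gave 2 in the Eomes compartment, 1 outside it and 16 outside the Lhx1 compartment. A pseudocount of 2 gave 10, 110 and 32, with 0, 26 and 7 in the compartment and 3 outside for Lhx1. A pseudocount of 50 gave 1 outside for Eomes and 117 for Lhx1, with 73 in the compartment and 19 outside. No minimum count gave 42 for Foxa2 and 28 for Lhx1, with 0, 0 and 3 in the compartment and 17 and 1 outside for Foxa2 and Lhx1. All 3 cell types in the fit gave 0, 78 and 13, with 0, 9 and 3 in the compartment and 5 outside for Lhx1. Bins of 5 kb gave 41 for Eomes and 100 for Foxa2, with 14 and 39 in the compartment, and 21, 54 and 23 outside. TMM scaling gave 19 and DESeq2 size factors 23 in the Lhx1 compartment, and scaling to all interactions 15 outside it.

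With the replicate number as a block (replicate block) 9 fragments changed in the Eomes compartment and 27 in that of Lhx1. The deviations of libraries with the same number had median correlations over viewpoints between -0.061 and 0.016, so the numbers were not taken to pair the libraries. Between ESC and erythrocytes at Lhx1 they were 0.16, 0.26 and 0.11 for replicates 1, 2 and 3, while at none of the other 8 viewpoints did all 3 exceed 0.1.

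Of the 8 elements marked for Eomes, 5 were past the threshold, against 3 with DESeq2, 3 with a pseudocount of 2 and 0 with all 3 cell types in the fit. Promoter contact of PSE_a reversed to -0.10 with scaling to all interactions and -0.32 with 2 kb to each side of the TSS, and that of PSE_b to 0.058 with DESeq2, 0.12 with TMM scaling and 0.077 without ESC replicate 2. Bins changed in erythrocytes were 64 with DESeq2 and 91 with TMM scaling at Hbb, and 18, 62 and 70 with DESeq2, TMM scaling and a pseudocount of 2 at Slc25a37.

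With 2 Mb to each side as the total, the share in the compartment differed between DE and ESC by 3.73 points for Eomes, 20.5 for Foxa2 and 11.2 for Lhx1, between erythrocytes and ESC by -17.9, 7.23 (reversed) and -12.4, and between DE and erythrocytes by 21.6, 13.3 and 23.6. With 10 kb left out, DE minus ESC was 8.68 for Foxa2 and 7.65 for Lhx1, and DE minus erythrocytes 23.4 for Eomes and 25.8 for Lhx1. With 50 kb left out, DE minus ESC was 8.20 and 9.38 for Foxa2 and Lhx1, and DE minus erythrocytes 17.1 and 27.9. With the trans level subtracted, DE minus ESC was 9.25 for Lhx1.

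Boundary steps in 25 kb windows were 4.11 in ESC and 3.59 in DE at the left and 2.81 in DE at the right of Eomes, 2.95 in DE at the left and 2.48 in ESC and 2.65 in DE at the right of Foxa2, and 3.20 in ESC at the right of Lhx1. In 100 kb windows they were 4.55 in ESC and 4.54 in DE at the left and 3.61 and 4.89 at the right of Eomes, 2.22 and 4.13 at the left and 5.82 and 9.37 at the right of Foxa2, 2.95 and 3.24 at the left of Lhx1 and 4.74 in DE at its right. The steps were not corrected for distance. The 100 kb inside the right boundaries of Eomes and Foxa2 and the left boundary of Lhx1 reach past the viewpoint, so these steps can come from distance alone.

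With 1 library left out, changed fragments ranged from 8 (without DE replicate 3) to 36 (without ESC replicate 3) for Eomes, 0 to 15 in the compartment and 0 to 1 outside, with 2 to 4 marked elements. For Foxa2 they ranged from 107 to 192, with 23 to 82 in the compartment, and for Lhx1 from 23 to 96, 3 to 62 in the compartment and 1 to 9 outside. Bins changed in erythrocytes ranged from 162 to 322 at Hba, 112 to 233 at Hbb and 35 to 149 at Slc25a37. Promoter contact of PSE_b ranged from -0.17 to 0.077. The z-scores called 0 promoter fragments at the enhancer viewpoints under each setting that could be fitted. In some of these fits no promoter fragment was tested, as at PSE_a in DE without DE replicate 2. In the main DE fits 1 of 2 was tested at PSE_a and at PSE_b. No fit was possible for PSE_a and PSE_b in ESC with the minimum count of 40. Among single regions and erythrocyte steps, 28 lost their call, 1 gained it and 6 moved under other settings, and 12 lost it with 1 library left out.

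The depth of the ESC libraries limits single fragments: the 2 promoter fragments had 84 reads over 3 libraries at PSE_a, and the 8 far Eomes bins 24 or fewer.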

Differences from the paper's values

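No test here was chosen on the paper's values, and the ratios at matched distance were chosen after the values were seen. The compartment lengths and the range of contact distances, read from the figures, differed from the paper's by less than 1.5 times.

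The paper states that VPE interacts significantly with the Eomes promoter in ESC and DE. No z-score call was made here for it under any setting that was run, in ESC or DE. This does not show that contact is absent. The main fits had 26 fragments in ESC and 44 in DE. The ESC fit ran through a promoter fragment, with a lowest z-score of 2.1e-14. The power of the z-scores at this viewpoint was not simulated. In ESC and DE the promoter fragments had 1.67 and 1.51 times the reads per fragment of those at matched distance. Per kb the ratios were 0.626 and 0.565. Contact fell in DE by 0.95 on the log2 scale. The share of cis interactions within 20 kb of the VPE viewpoint also fell, with a log2 ratio of -0.80. FourCSeq's own code was not used here.

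The paper states that PSE_a and PSE_b interact with the promoter in ESC, with less contact in DE and no significant change. No z-score call was made here for the promoter fragments, which does not show that contact is absent. In ESC no fit was possible at either viewpoint with the main minimum count, and only the lower minimum could be used. In the main DE fits 1 of the 2 promoter fragments was tested at each viewpoint. The power of the z-scores at these viewpoints was not simulated. The change of contact in DE was not significant here either, at 0.12 for PSE_a and -0.082 for PSE_b. From the Eomes promoter viewpoint contact fell in DE at both on the log2 scale. The fall was 0.54 at PSE_a (adjusted p = 3.5e-05 from limma) and 0.33 at PSE_b (adjusted p = 0.015 from limma). The share of cis interactions within 20 kb of this viewpoint also fell, with a log2 ratio of -0.53. The fall at both elements may thus be part of a fall of all contacts near the viewpoint. From the PSE_a and PSE_b viewpoints, promoter contact relative to fragments at matched distance was higher in DE, with log2 ratios of 0.29 and 0.30. For PSE_a the paper's direction was reached with 2 kb to each side of the TSS, at -0.32, and with scaling to all interactions, at -0.10, an alternative chosen after the values were seen.

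The paper reports that no changes in long-range promoter contacts were detected within the Eomes compartment. Here 5 fragments changed (limma), all higher in DE, and 14 bins of 5 kb. The settings with 0 were DESeq2, which the paper used, no minimum count, all 3 cell types in the fit, the fits without DE replicate 1 and without DE replicate 3, and the pseudocount of 2, which was chosen after the values were seen. Without DE replicate 2 there was 1, lower in DE.

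The paper reports that no evidence was found for contacts of the Eomes promoter with gene promoters outside its compartment. By z-scores 0 bins were called here, in ESC and in DE, which does not show that there are none, since the power of the z-scores in ESC was not simulated and they also called 0 at Lhx1. Between DE and ESC 21 bins of 5 kb outside it differed (limma), 16 of them lower in DE, and 0 single fragments.

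The paper states that the Lhx1 promoter makes long-range contacts outside its compartment in ESC. Z-scores called 0 of 37 bins there, also under the other settings that were run, while the shaded regions together had 2840 ± 186 (SD, n = 3) interactions per 100000 in cis in ESC and 291 ± 178 in erythrocytes.

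The paper states that the compartments are absent in erythrocytes. The share of contacts in them was lower than in ESC at the 3 promoters, while the boundary steps of Lhx1 were 2.22 and 4.31 in erythrocytes and 2.17 and 4.06 in ESC. The steps were not corrected for distance. The left step, 2.22 against 2.17, can come from distance alone and cannot show whether a boundary is present. The right step rests on 41 erythrocyte reads outside the boundary. With 2 Mb to each side as the total, the share of Foxa2 in erythrocytes was 7.23 points above that in ESC.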

Other observations

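The tests on VPE, on a single capture and with the trans level subtracted were chosen after the results were seen; those on control windows, on random ligation in replicates 1 and 3 and on other splits were set before their own values were seen.

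Lower contact of VPE with the promoter in DE may be part of a fall of all contacts near the viewpoint. The share of cis interactions within 20 kb of VPE had a log2 ratio of -0.80. Relative to fragments at matched distance the log2 ratio of DE over ESC was -0.15 (exact two-sided permutation test, p = 0.4), and the libraries overlapped. The pattern was narrowed to VPE after the values of the 3 enhancers had been seen. A change of this contact itself that is smaller than the spread between libraries stays open.

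A larger share of Foxa2 and Lhx1 contacts in the compartment in DE could come from a change in how contacts fall with distance in all DE libraries. This is argued against: 12 windows at the same or mirrored offsets from the Hba, Hbb and Slc25a37 viewpoints had log2 ratios of DE over ESC between -0.45 and -0.26, against 0.51 for Foxa2 and 0.32 for Lhx1. A change tied to activation of these genes stays open as a hypothesis. Part of the rise at Foxa2 and Lhx1 can mirror the fall of the shaded regions outside, since the total is fixed. No windows at the offsets of the Eomes compartment were compared, so its share in DE was not set against such a background.

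In erythrocytes replicate 2 had more cis interactions than replicates 1 and 3. A fault of a single capture or probe is argued against, since replicate 2 was highest at 9 of 9 viewpoints. Interactions per Mb beyond 20 Mb in cis over those in trans had a median of 12.3 in replicate 2, against 3.13 and 2.18 in replicates 1 and 3, which is consistent with more random ligation in replicates 1 and 3. No biological explanation was tested. Random ligation as the cause of the smaller share in the compartment in erythrocytes is argued against: with the trans level subtracted, all erythrocyte libraries stayed below all ESC libraries, by at least 5.54 percentage points.

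Of the 10 splits of the 6 libraries, 1, the real one, gave as many changed fragments between DE and ESC at the Eomes, Foxa2 and Lhx1 promoters, and at Hba (21 fragments, 19 lower in DE) and Slc25a37 (3, lower in DE). At Hbb 10 of 10 splits gave as many, since 0 of 861 fragments changed (limma, the tool run on it), with 69 at an unadjusted p under 0.05. Apart from Hbb, the other splits gave at most 1 fragment, and in simulated data for the 3 promoters with nothing changed limma made 0 calls. A rank among 10 splits cannot by itself exclude chance in any of these.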
